# Environmental and Evolutionary Drivers of the Modular Gene Regulatory Network Underlying Phenotypic Plasticity for Stress Resistance in the Nematode *Caenorhabditis remanei*

**DOI:** 10.1534/g3.118.200017

**Published:** 2019-01-24

**Authors:** Kristin L. Sikkink, Rose M. Reynolds, Catherine M. Ituarte, William A. Cresko, Patrick C. Phillips

**Keywords:** experimental evolution, transcriptional network, heat stress, oxidative stress, *Caenorhabditis remanei*, RNA-seq

## Abstract

Organisms can cope with stressful environments via a combination of phenotypic plasticity at the individual level and adaptation at the population level. Changes in gene expression can play an important role in both. Significant advances in our understanding of gene regulatory plasticity and evolution have come from comparative studies in the field and laboratory. Experimental evolution provides another powerful path by which to learn about how differential regulation of genes and pathways contributes to both acclimation and adaptation. Here we present results from one such study using the nematode *Caenorhabditis remanei*. We selected one set of lines to withstand heat stress and another oxidative stress. We then compared transcriptional responses to acute heat stress of both and an unselected control to the ancestral population using a weighted gene coexpression network analysis, finding that the transcriptional response is primarily dominated by a plastic response that is shared in the ancestor and all evolved populations. In addition, we identified several modules that respond to artificial selection by (1) changing the baseline level of expression, (2) altering the magnitude of the plastic response, or (3) a combination of the two. Our findings therefore reveal that while patterns of transcriptional response can be perturbed with short bouts of intense selection, the overall ancestral structure of transcriptional plasticity is largely maintained over time.

When faced with novel and stressful environmental conditions, individuals may acclimate to survive and populations can adapt to flourish (Hoffmann and Hercus 2000). Phenotypic plasticity is one mechanism of acclimation (Bradshaw 1965). Like other complex phenotypes, plasticity has a genetic basis and can evolve in response to selection (West-Eberhard 2003; Moczek *et al.* 2011). The adaptive response of a population to new, stressful conditions may therefore involve both acclimation and adaptation via plasticity evolution (Via and Lande 1985; Gomulkiewicz and Kirkpatrick 1992; Gavrilets and Scheiner 1993; Lande 2009; 2014). Furthermore, novel environments in the wild may present several stresses simultaneously that can lead to a correlated response in means of different phenotypes (*e.g.*, Grant and Grant 1995; Fischer *et al.* 2007), and a shared genetic basis may lead to covariance of phenotypic plasticity of different traits across environments (*e.g.*, Czesak *et al.* 2006; Stinchcombe *et al.* 2010).

Phenotypic plasticity has been studied in the laboratory and the field for more than a century (Baldwin 1896b; 1896a; Clausen *et al.* 1940; Waddington 1953; 1956; Schmitt *et al.* 1995; Bennett and Lenski 1997; DeWitt 1998; Nussey *et al.* 2005; Cheviron *et al.* 2013) and has been shown to be adaptive in many different systems (*e.g.*, Dudley and Schmitt 1996; Agrawal 1998; Aubret *et al.* 2004; Charmantier *et al.* 2008). More recently, molecular analyses of gene expression have begun to identify systems that underlie phenotypic plasticity and its evolution (*e.g.*, Gasch *et al.* 2000; Swindell *et al.* 2007; Hodgins-Davis and Townsend 2009; Badisco *et al.* 2011; Schunter *et al.* 2014; Alvarez *et al.* 2015). Gene expression levels can be characterized as a norm of reaction for a given genotype across environments (Figure 1). If populations of organisms continue to experience the new environment long enough for genetic changes to accumulate, then gene reaction norms can change both in basal expression levels and in the plasticity of expression itself (Figure 1).

**Figure 1:**
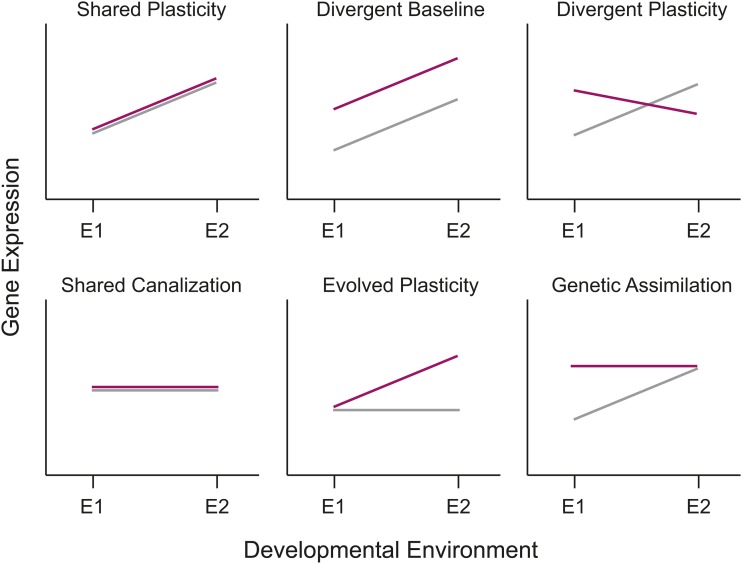
Different patterns for the evolution of phenotypic plasticity in response to environmental change. In each panel, the norm of reaction for the ancestral population is denoted by the gray line and that of the derived population by the red line. Patterns of plasticity can either remain the same, evolve to become different, or change in overall mean level of expression. The various options illustrated here are not an exhaustive list, as combinations of many of these options are also possible.

Despite the advances in understanding gene regulatory differences that underlie phenotypic plasticity that have come from comparative analyses (Alvarez *et al.* 2015), the relative balance between rapid plastic responses in gene regulation and longer term changes in baseline expression in response to a novel environment are largely unknown. Experimental evolution provides a powerful approach to provide this understanding because proximal exposure to both novel and ancestral environments can be separated from long-term adaptation to the novel environment in a robust and reproducible fashion (Yampolsky *et al.* 2012; Sikkink *et al.* 2015; Huang and Agrawal 2016). When whole genome approaches (*e.g.*, RNA-seq) are utilized, correlated changes in reaction norms of numerous genes provide a systems level way to tackle this question (Eisen *et al.* 1998; Wolfe *et al.* 2005; Promislow 2005; Barchuk *et al.* 2007; Rose *et al.* 2016).

We evolved phenotypic plasticity in populations of the nematode *C. remanei* in the laboratory by selecting for resistance to heat stress and oxidative stress (Sikkink *et al.* 2014b; Sikkink *et al.* 2015). In this paper we use a differential gene expression approach via RNA-seq to determine the structure and evolution of gene coexpression networks. Our goal was to address the relative balance between rapid plastic responses in gene regulation and longer term changes in baseline expression of a trait in response. In addition, we asked if adaptation to the heat and oxidative stresses involved the same or independent co-regulated modules. Our findings reveal that while patterns of transcriptional response can be perturbed with short bouts of intense selection, and that these molecular changes are at least partially independent across stressors, the overall ancestral structure of transcriptional plasticity is largely maintained over time.

## Materials And Methods

### Experimental evolution of C. remanei

We used the experimentally evolved populations of *C. remanei* that have previously been described (Sikkink *et al.* 2014b; Sikkink *et al.* 2014a; Sikkink *et al.* 2015). Briefly, 26 isofemale strains of *C. remanei* were isolated from terrestrial isopods (Family *Oniscidea*) collected from Koffler Scientific Reserve at Jokers Hill, King City, Toronto, Ontario. These strains were crossed in a controlled fashion to promote equal genetic contributions from all strains. The resulting genetically heterogeneous population (PX443) was the ancestral population for the experimental evolution.

A subset of the ancestral population was used for transcriptional profiling. In addition to the ancestor, three experimentally evolved populations were sampled for RNA-sequencing. All selection lines had been evolved at 20° as described previously (Sikkink *et al.* 2014b; Sikkink *et al.* 2015). One representative control population, one heat-selected population, and one oxidative-selected population were used. The heat-selected line was generated by exposing age-synchronized L1 larval worms to a 36.8° heat shock approximately every second generation. The oxidative-selected was similarly treated with a 1mM solution of hydrogen peroxide. The control populations received a mock selection treatment, from which worms were selected at random to continue the selected line at a similar census size. All lines were frozen after every two selection events. The final experimentally evolved populations used for the transcriptomics had experienced a total of 10 acute selection events and five freeze-thaw cycles.

### Expression data

We collected L1 tissue from the ancestral, control, heat-selected, and oxidative-selected populations to use for transcriptional profiling (Supporting Information, Figure S1). All lines except the oxidative-selected population have been previously described (Sikkink *et al.* 2014b; Sikkink *et al.* 2014a). Briefly, we thawed frozen stocks of worms from each population. Except in the oxidative-selected population, 6 replicates per treatment were collected from a minimum of two independently thawed populations from each line. For the oxidative-selected line, all replicates were collected from a single thawed population of worms. Worms were raised at 20° until the population was large enough to collect enough individuals for RNA isolation. Age-synchronized L1 larvae were raised for 20 hr in liquid medium at either 20° or 30° (Figure S1). Prior to tissue collection, larval worms were passed through a 20-μm Nitex screen to remove unhatched eggs and dead adults. Total RNA was isolated from approximately 100,000 pooled individuals using standard TRIzol methods. Sequencing libraries were prepared according to the protocols as previously described (Sikkink *et al.* 2014b; Sikkink *et al.* 2014a). Samples were sequenced from a single end, to a length of 100 nucleotides in six lanes on an Illumina HiSeq 2000 at the University of Oregon Genomics Core Facility.

### Initial processing of RNA-seq data

Initial quality filtering of raw sequence reads was performed using the *process_shortreads* component of the software Stacks (Catchen *et al.* 2011; 2013). Reads were discarded if they failed Illumina purity filters, contained uncalled bases, or if sample identity could not be determined due to sequencing errors in the barcode sequence. Reads with ambiguous barcodes were recovered if they had fewer than two mismatches from a known barcode. Using the alignment software GSNAP (Wu and Watanabe 2005; Wu and Nacu 2010), we aligned all reads that passed the quality filters to a reference genome for *C. remanei* assembled from strain PX356 (Fierst *et al.* 2015). We then used the htseq-count tool from the Python package HTSeq (Anders *et al.* 2015) to count all reads unambiguously aligning to gene models.

For all expression analyses, we first normalized the gene counts from all samples to account for differences in library size using the scaling procedure implemented in the *DESeq2* package (Anders and Huber 2010; Love *et al.* 2014) in R version 3.4.0 (R Development Core Team 2017). The expression dataset was next filtered to exclude the 40% of genes with the lowest variance across treatments. Independent filtering of genes with very low variance in expression across treatments generally improves power in subsequent analyses (Bourgon *et al.* 2010; Anders *et al.* 2013). The expression values of the remaining genes were transformed using the variance-stabilizing transformation within *DESeq2* for further analysis.

Finally, we used surrogate variable analysis (SVA) to reduce signal from batch effects and other unknown sources of variance (Leek and Storey 2007). SVA uses the residual expression matrix after accounting for the variables of interest—in this case temperature and population—to identify latent variables within the expression matrix. Using the R package *sva* (Leek and Storey 2007), we identified five latent variables encapsulating the unknown effects. To remove the effects of these variables from the gene expression data, we used *limma* (Ritchie *et al.* 2015) to build a regression model including only the latent variables obtained from SVA. We retained the residual expression matrix for all downstream analyses.

### Multivariate analysis of transcriptional variation

We used non-metric multidimensional scaling (nMDS), which is an unsupervised ordination method that enables highly-dimensional data to be projected onto a few axes for visualization. For RNA-seq data, nMDS may be preferable as an ordination method, because it does not assume linear relationships within the data, enabling nMDS algorithms to robustly extract complex patterns from gene expression data (Taguchi and Oono 2005). One drawback of this nonparametric approach is, however, that the scores for variables mapped onto ordination axes can not be easily interpreted (in contrast to principal component scores, for example), and other methods may be required to identify genes contributing to differences between groups.

To carry out the nMDS ordination, a dissimilarity matrix was calculated for the filtered dataset of SVA residuals using Bray-Curtis dissimilarities (Bray and Curtis 1957). Using other distance metrics did not substantially alter the ordination plot. Data transformation, ordination, and scaling were performed in five dimensions using the *vegan* package (Oksanen *et al.* 2013). We tested for significant differences among populations and treatments using a permutational analysis of variance performed on the Bray-Curtis dissimilarity matrix. Population, treatment, and the interaction term were included as effects in the model, and 1000 permutations were run.

### de novo Network Analysis

We used weighted gene coexpression network analysis (WGCNA), implemented in the R package *WGCNA* (Langfelder and Horvath 2008) to identify sets of genes (modules) that are highly correlated in their expression patterns. The initial network was constructed from all replicate samples for all treatments (n = 48) using a signed adjacency matrix with power = 5 to construct the topological overlap matrix. Hierarchical clustering of the topological overlap matrix was performed using the hclust function of flashClust (method = “average”) (Langfelder and Horvath 2012). Initial module assignments were made using the dynamicTreeCut algorithm (Langfelder *et al.* 2008) with the following options: cutHeight = 0.905, deepSplit = 2, minClustSize = 30, pamRespectsHybrid = FALSE.

We used a resampling approach to determine the probability that each gene was assigned to the appropriate module. To do this, we selected four of the six replicates for each treatment group at random to create a new subsampled dataset with 32 samples each. A total of 100 resampled datasets were created in this way. Using the same parameters as in the full dataset, we reconstructed the gene coexpression network for each of the resampled datasets. We then assessed whether each gene belonged in a given module by the following criteria. (1) If a module within a resampled network comprised at least 10% of a module in the full network, the genes in the resampled module were considered a significant group within the original module. Thus, each module from the full network could consist of several well-supported modules from the resampled data, but the network topology is biased toward the modules created from the full dataset. (2) Every gene from the resampled modules that was included in such a group in at least 70% of the resampled networks was determined to be strongly supported as a member of that module in the original network. All genes that did not meet these criteria were removed to the “unassigned” bin. After poorly supported genes were removed from each module, we merged highly correlated modules together based on the correlations among module eigengenes. Modules with highly correlated eigengenes (r > 0.9) were merged into single modules. Finally, the genes from any remaining modules that contained fewer than the minimum cluster size of 30 genes were moved to the “unassigned” bin.

### Functional Annotation of Evolving Modules

The eigengene for each module, defined as the first principal component of the expression of all the genes in the module, was calculated to represent the general pattern of expression seen within each module. With the samples from the ancestral population, we first performed a *t*-test for significant differences in eigengene expression across the two environments to identify modules contributing to the ancestral response to thermal stress. We then performed an analysis of variance on module eigengenes to test for effects of population, temperature, and population-by-temperature interactions on the overall module expression. For modules that had a significant effect of population, we used Tukey HSD to identify pairwise differences between lines. All statistical tests on the eigengene expression were carried out in the R statistical environment (R Development Core Team 2017).

To functionally annotate the genes expressed in our data, we searched the nr protein database using BLAST+ (v2.2.28) (Camacho *et al.* 2009) to find significant (E-value > 10^−3^) matches to each gene. We used Blast2GO v3.0 (Conesa *et al.* 2005; Conesa and Götz 2008) to map significant BLASTx results to gene ontology terms and to compute a Fisher’s Exact Test to test for significant over-representation of GO terms in each module.

We examined each module for enrichment of known regulatory targets of 23 transcription factors for which binding data are available for the related nematode *C. elegans*. Binding targets for all transcription factors except for the FOXO transcription factor DAF-16 were obtained from the *C. elegans* modENCODE project (Niu *et al.* 2011). These targets were all identified from chromatin immunoprecipitation sequencing (ChIP-seq) of transgenic strains tagged with a dual GFP:3xFLAG tag and immunoprecipitated using anti-GFP antibodies (Niu *et al.* 2011). Putative target genes bound by DAF-16 have been previously identified using two different approaches: ChIP using anti-DAF-16 antibodies (Oh *et al.* 2006) and DNA adenine methyltransferase identification (DamID; Schuster *et al.* 2010). Target genes could be included multiple gene sets if they are bound by more than one transcription factor.

*C. remanei* homologs for each of the *C. elegans* transcription factor targets were determined based on the annotations that have been curated in the WS220 release of WormBase (Harris *et al.* 2009). Homologous genes identified by any method were included as possible transcription factor targets in *C. remanei*. In cases where multiple *C. remanei* genes were matched to a single gene in *C. elegans*, all possible homologous genes were included in the gene set, since no information was available to determine whether transcription factor binding was preserved preferentially in either possible homolog.

Modules were tested for significant enrichment of target genes bound by each transcription factor using a one-tailed Fisher’s exact test. In addition, we tested for enrichment of the *C. remanei* heat shock proteins previously identified (Sikkink *et al.* 2014b).

### Data Availability

Sequence data for the ancestral, control, and heat populations were previously deposited in the NCBI Gene Expression Omnibus (GEO) database as part of series GSE56510 with accession numbers GSM1362987-1363022. All of this data, as well as additional RNA-seq data for the oxidative population, were realigned and reannotated and deposited in GEO under accession number GSE115496. Supplemental material are available at Figshare: https://doi.org/10.25387/g3.7361183.

## Results

### Transcriptional regulation divergence occurs both across temperatures and between evolved populations

We first sought to determine whether samples from the various populations or temperatures could be differentiated based on global patterns of gene expression. 

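RNA from L1 larvae of the ancestor and of the control, heat-selected and oxidative-selected populations of *C. remanei*, each raised in liquid medium for 20 h at 20°C or 30°C, was sequenced in 6 replicates per population and temperature (48 samples in 8 groups). The authors aligned the reads with GSNAP to the assembly of strain PX356 and deposited the raw counts of reads on each gene model from htseq-count, without normalization, for 24723 gene IDs. Of these, 22289 IDs had at least 1 count in the 48 samples. Total counts per sample ranged from 2196238 to 8600409, with a median of 4719137. In the ancestor they ranged from 4385337 to 8184471 at 20°C (median 5744910) and from 5144716 to 8466404 at 30°C (median 6628989.5). Control samples had between 3139181 and 4992740 counts at 20°C (median 4652859.5) and between 2476342 and 5169172 at 30°C (median 4198842.5). Heat-selected samples had between 2196238 and 4164215 counts at 20°C (median 2737697.5) and between 3132367 and 5757222 at 30°C (median 3390612.5). Oxidative-selected samples had between 2979162 and 5498895 counts at 20°C (median 4385920) and between 2574820 and 8600409 at 30°C (median 6280201.5). A gene with 3 counts stood at 0.349 CPM in the deepest sample and at 1.37 in the shallowest, which covers counting error only.
The sample labels give 7 batches, A to G, each within a single population. The ancestor was in batches A and B, the control population in C and D, the heat-selected population in E and F, and all 12 oxidative-selected samples in G. Replicates 1 and 2 of the control and heat-selected populations were in the first of their batches and replicates 3 to 6 in the second. The same held for the ancestor at 20°C, while at 30°C its replicates 1, 2, 5 and 6 were labelled A and its replicates 3 and 4 were labelled B. Temperature was therefore compared within every batch, whereas population and batch could not be told apart.
From the counts, size factors were computed with DESeq2, the 40% of genes with the lowest variance of normalized counts were left out (14834 genes remained), and the variance-stabilizing transformation was applied. The effects of 5 surrogate variables, estimated with sva while the additive effects of temperature and population were protected, were then removed by regression. The paper's methods name these 2 variables and do not say whether their interaction was also protected. Protecting it gave PERMANOVA F values of 6.42, 3.17 and 1.77 for temperature, population and interaction, close to the paper's. The main ordination, PERMANOVA and co-expression network used the residuals of the additive setting. Gene-level tests used the deposited counts, edgeR's TMM normalization and its quasi-likelihood test with Benjamini-Hochberg adjustment, on genes with at least 10 counts in at least 6 of the samples compared. On counts simulated from these samples with 200 genes changed by a log2 value of 1.5, this test recovered from 60% (ancestor) to 95% (oxidative-selected) of the genes changed by temperature. It made 0 temperature calls where nothing had been changed. Among the simulated tests, up to 7.46% of calls were false (interaction in the control). Simulated samples were drawn independently, without batches or related replicates, so these values do not give the error rate on the real samples.

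**Figure D1:**
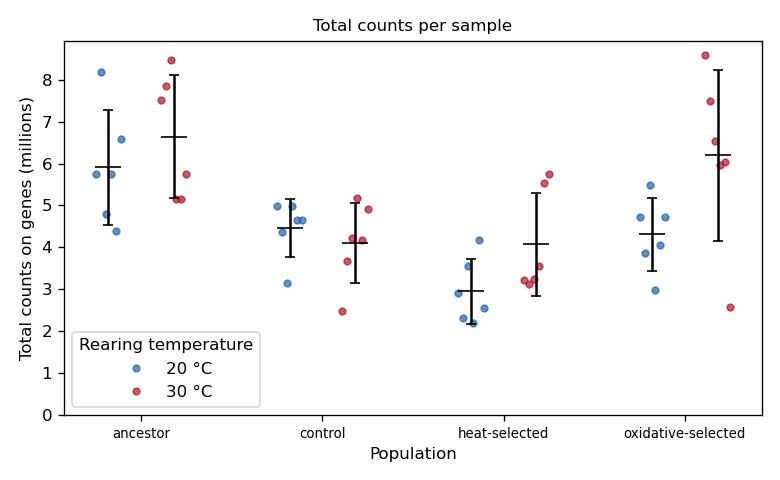
Total counts on genes per sample (vertical axis) for the 4 populations (horizontal axis) at 20°C (blue) and 30°C (red). Points are the 6 replicates of each group, and the bars show the mean and SD; the samples lie between 2196238 and 8600409 counts.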

To do this, we used non-metric multidimensional scaling (nMDS), a powerful ordination method that does not assume linear relationships among variables (Taguchi and Oono 2005). 

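A non-metric multidimensional scaling of the 48 samples in 5 dimensions, on Bray-Curtis dissimilarities of the residual expression of 14834 genes, reached a stress of 0.0664. Scores are given multiplied by 100. On the first axis, the 24 samples raised at 30°C had a mean score of 1.49 ± 1.12 (SD) and the 24 raised at 20°C a mean of -1.49 ± 0.868 (SD). The score was higher at 30°C in 24 of 24 pairs of samples with the same population and replicate number, a pairing taken from the labels. A permutation test with temperature labels permuted within populations gave F = 128 and p = 1e-05, the smallest p the permutations can give. The difference between 30°C and 20°C was 2.86 in the ancestor, 3.05 in the control, 2.73 in the heat-selected and 3.30 in the oxidative-selected population (n = 6 per temperature, two-sided exact permutation test in each population, p = 0.00216, the smallest p that 6 samples against 6 allow). Such tests treat the 6 replicates as independent, though some lay in close pairs within a labelled batch, so p may be too small. Within the labelled batches the difference was 3.09 in A, 1.49 in B, 3.33 in C, 2.92 in D, 1.22 in E, 3.49 in F and 3.30 in G. With surrogate variables estimated while the interaction was also protected, F was 41.4 and the score was higher at 30°C in 23 of the 24 pairs. The exact permutation test then gave p = 0.0281 in the ancestor and 0.0541 in the heat-selected population. It gave 0.00216 in both the control and the oxidative-selected population. The difference within batch B was then 0.248. With no surrogate variables removed, temperature had F = 6.35 on axis 1 (permutation test, p = 0.0181; higher at 30°C in 21 of 24 pairs), and a larger effect on axis 2 of that ordination (F = 225, higher at 30°C in 24 of 24 pairs).

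**Figure D2:**
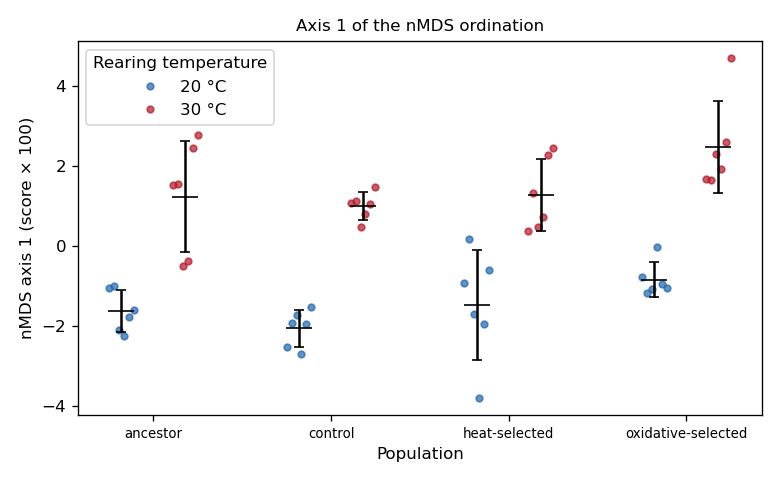
Scores on nMDS axis 1 (score × 100, vertical axis) for the 4 populations (horizontal axis) at 20°C (blue) and 30°C (red). Points are the 6 replicates of each group, and the bars show the mean and SD; the mean score is 1.49 at 30°C and -1.49 at 20°C.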

On the first axis, we observed distinct separation between the two temperature treatments (Figure 2A). To assess the significance of the observed differences between temperature treatments, we used a permutational analysis of variance (PERMANOVA) on the dissimilarity matrix. This analysis confirmed that temperature had a highly significant effect on global gene expression (F_1,40_ = 6.41, *P* = 0.001).

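In the PERMANOVA on the same dissimilarities, temperature had F = 13.4 and accounted for 19.1% of the sum of squares (permutation test, p = 1e-04, the smallest p the permutations run can give). With surrogate variables estimated while the population-by-temperature interaction was also protected, the F of temperature was 6.42, and with no surrogate variables removed it was 11.2. It was 18.0 when the means of the labelled batches were removed within each population in place of surrogate variables. The p-value of temperature was 1e-04 in each of these fits. From the separation on the first axis and this test, the paper concludes that temperature had a highly significant effect on global gene expression.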

**Figure 2:**
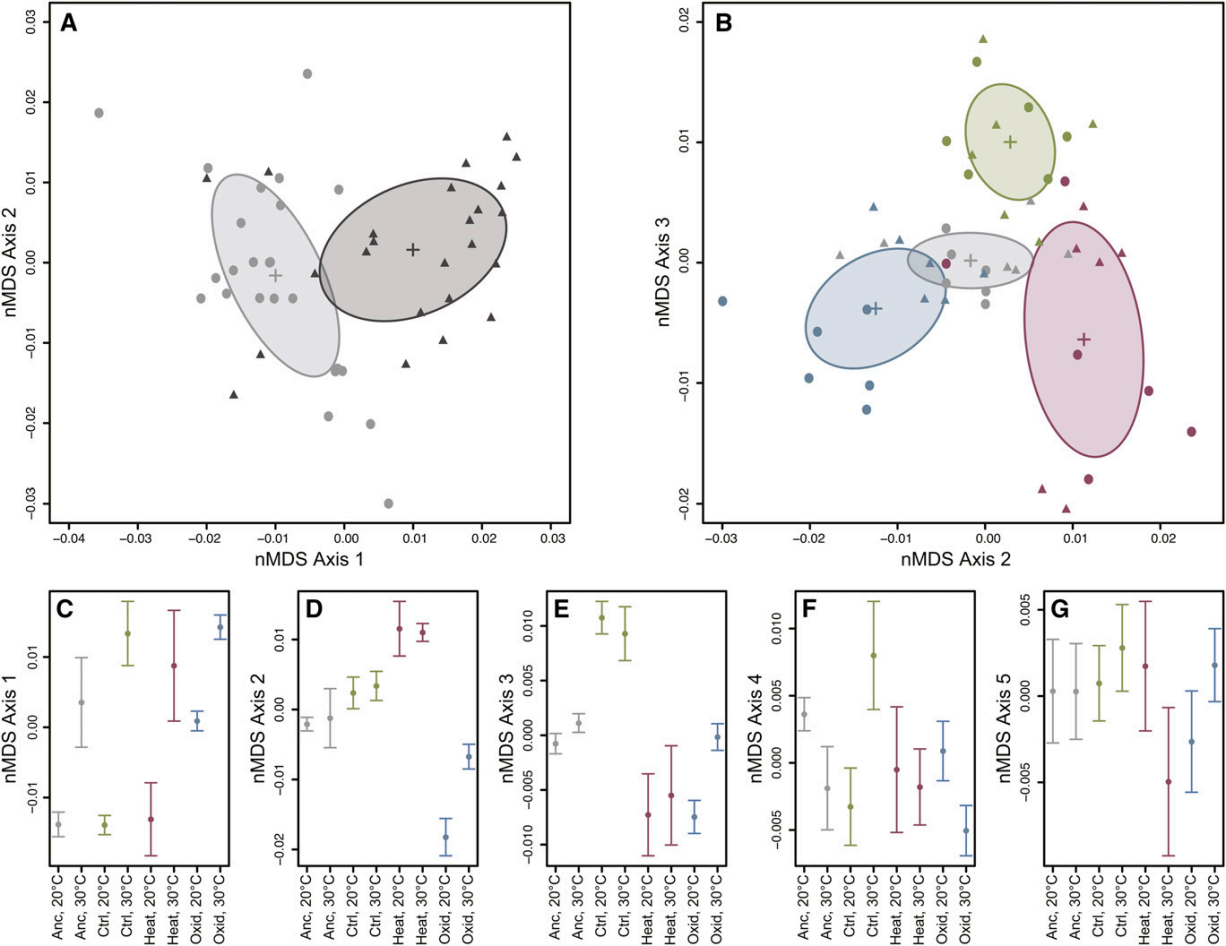
Non-metric multidimensional scaling of RNA-seq samples based on the filtered set of all expressed transcripts. (A) Axes 1 and 2 from the ordination. Light gray circles indicate samples raised at 20°C, while dark gray triangles represent samples raised at 30°C. Crosses and ellipses indicate the centroid and standard deviation for each temperature treatment. (B) Axes 2 and 3 from the ordination showing the distribution of samples from the ancestor (gray), control (green), heat-selected (red), and oxidative-selected (blue) populations. Circles indicate samples raised at 20°C, and triangles represent samples raised at 30°C. Crosses and ellipses indicate the centroid and standard deviation for each population. (C-G) The mean nMDS score (± 1 SD) for all treatment combinations on each nMDS axis.

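Population had F = 3.97 in the PERMANOVA and accounted for 17.0% of the sum of squares (permutation test, p = 1e-04, the smallest p the permutations run can give). The setting that moved it most was that of no surrogate variables removed, with F = 2.52 (permutation test, p = 7e-04). In edgeR's quasi-likelihood test of each evolved population against the ancestor over both temperatures (12 samples each), 122 of 11789 genes had an adjusted p-value under 0.05 in the control population, 62 of them higher and 60 lower than in the ancestor. The heat-selected population had 253 such genes of 11582 (145 higher, 108 lower), and the oxidative-selected population had 1802 of 11769 (685 higher, 1117 lower). With the replicate number of the labels added as a block, the counts were 641, 1304 and 1742 genes. As a check of the numbers within a population, the deviations of samples with the same number at the 2 temperatures were correlated. The mean correlation across genes was 0.561 in the ancestor, 0.279 in the control and 0.238 in the heat-selected population. For samples with different numbers it was -0.105, -0.0512 and -0.0437. In the oxidative-selected population the values were -0.0450 for the same number and 0.0091 for different numbers. This check cannot tell whether samples with the same number in different populations belong together. No batch held samples of more than one population, so no population difference could be recomputed within a batch. Batches within a population also differed: between the 2 labelled batches, 4288 genes had an adjusted p-value under 0.05 from the same test in the ancestor, 4294 in the control and 3700 in the heat-selected population.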

The four populations also differed significantly from one another (PERMANOVA; F_3,40_ = 3.17, *P* = 0.001). 

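Population accounted for most of the variation in scores on the second nMDS axis (permutation test with population labels permuted within temperatures, F = 66.7, p = 1e-05, the smallest p the permutations can give) and on axis 3 (F = 20.9, p = 1e-05). On the second axis the mean score, multiplied by 100, was -0.164 ± 0.489 (SD, n = 12) in the ancestor, 0.627 ± 0.460 in the control, 1.02 ± 0.469 in the heat-selected and -1.48 ± 0.645 in the oxidative-selected population. On axis 3 the means were 0.310 ± 0.550, 0.861 ± 0.287, -0.891 ± 0.872 and -0.280 ± 0.456 in the same order. Population had a smaller effect on the first axis (F = 4.74, permutation test, p = 0.00523) and little on the fourth (F = 0.353, p = 0.787) and the fifth (F = 1.01, p = 0.399). After Benjamini-Hochberg adjustment over the 5 axes, the p-values of these permutation tests were 2.5e-05 on the second axis and axis 3 and 0.00872 on the first. With labelled batch means removed in place of surrogate variables, temperature also had an effect on axis 2 (F = 28.9) and population had F = 2.63 there (permutation test, p = 0.0633), F = 60.8 on axis 3 and F = 24.7 on axis 4. Each batch belongs to a single population, and on the second axis the batch means were 0.0760 in A and -0.591 in B (ancestor), 0.841 in C and 0.521 in D (control), 0.734 in E and 1.16 in F (heat-selected) and -1.48 in G (oxidative-selected).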

The population differences accounted for variation observed on Axis 2 and Axis 3 in the nMDS analysis (Figure 2B). Both the oxidative and heat selected lines diverged from the ancestral population on Axis 2, but in opposite directions (Figure 2D). In contrast, the control population separated from the ancestral and selected populations on Axis 3 (Figure 2E). This pattern of divergence from the ancestor suggests that the three different selection regimes (two stresses and lab adaptation) lead to unique changes in transcriptome regulation in these populations. In addition, the response to the temperature treatment was strongly dependent on the population (PERMANOVA, population-by-temperature interaction: F_3,40_ = 1.77, *P* = 0.002). 

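On the second axis the mean score of the heat-selected population was higher than that of the ancestor by 1.18 (score multiplied by 100, 12 samples per population; permutation test of the largest pairwise difference, p = 2e-05), and that of the oxidative-selected population was lower, with a difference of -1.32 (p = 1e-05, the smallest p the permutations can give). The control population was also above the ancestor, by 0.791 (same permutation test, p = 0.00095), and its difference from the heat-selected population had p = 0.191 in the same test. The batch mean of B, in the ancestor, lay below that of A by less than the distance from B to G, the batch of the oxidative-selected population. The calls on the control population depend on the adjustment, in settings chosen after seeing the values. When the interaction was also protected in the surrogate variable step, the F of population on axis 2 was 30.7, the heat-selected and oxidative-selected differences from the ancestor were 1.15 and -1.06, the control difference was 0.370 (p = 0.402 in the same permutation test), and control and heat-selected differed with p = 0.0103. With the labelled batch means removed instead, no difference from the ancestor on axis 2 was detected. The differences were -1.26 in the control, -1.16 in the heat-selected and -1.53 in the oxidative-selected population (p = 0.161, 0.220 and 0.0601 in the same permutation test). On axis 3 of that setting they were 0.698, 1.97 and -1.30 in the same order (p = 0.0348, 1e-05 and 4e-05 in the same permutation test). Without any adjustment the control difference on axis 2 was -1.15 (p = 0.0139 in the same permutation test). That axis mainly followed temperature (F = 225, against F = 3.62 for population), so it bears little on this comparison. Population had F = 22.8 on axis 3 of that setting. The differences there were 0.996, 2.715 and -0.177 in the same order (p = 0.0669, 1e-05 and 0.968 in the same permutation test). The axes were not matched between settings, and their signs were set by a rule.

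**Figure D3:**
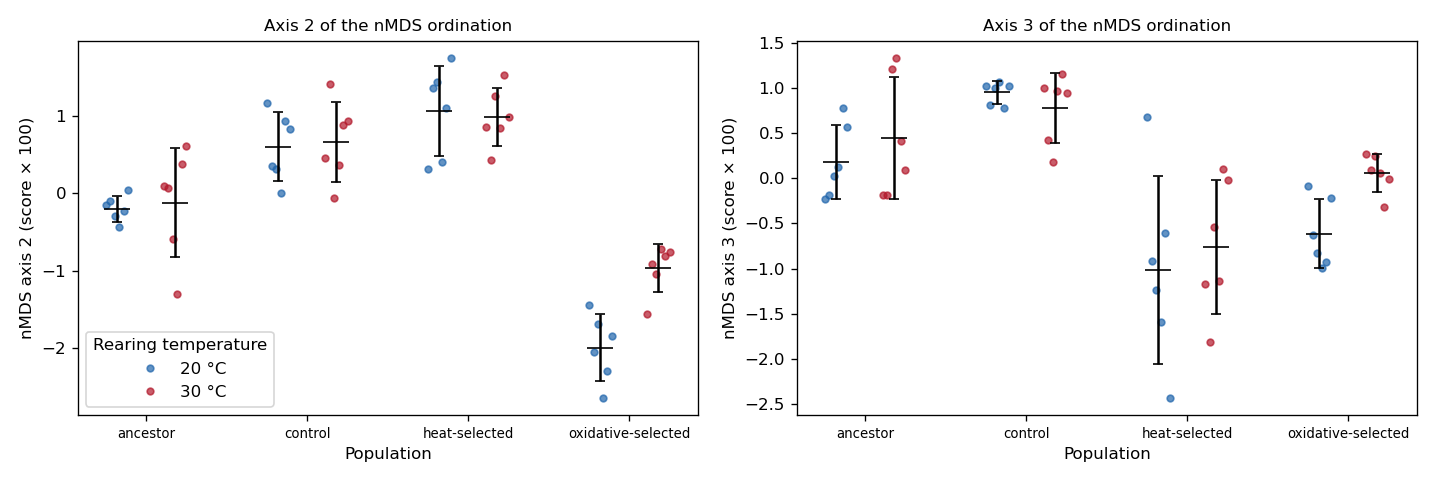
Scores on nMDS axis 2 (left) and axis 3 (right) (score × 100, vertical axes) for the 4 populations (horizontal axes) at 20°C (blue) and 30°C (red). Points are the 6 replicates of each group, and the bars show the mean and SD; on axis 2 the mean over both temperatures is 1.02 in the heat-selected and -1.48 in the oxidative-selected population.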

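On the third axis the control population had the highest mean score, 0.861 ± 0.287 (SD, n = 12; score multiplied by 100). Its difference from the ancestor was 0.552 (permutation test of the largest pairwise difference, p = 0.0987), from the heat-selected population it had p = 1e-05, the smallest p the permutations can give, and from the oxidative-selected population p = 7e-05. The heat-selected population lay below the ancestor, with a difference of -1.20 (same permutation test, p = 3e-05). The difference of the oxidative-selected population from the ancestor was -0.589 (permutation test, p = 0.0702). The 2 batches of the control population had means of 0.811 (C) and 0.886 (D) on this axis, and those of the ancestor -0.0900 (A) and 0.818 (B). With the interaction also protected in the surrogate variable step, the difference of the control population from the ancestor on the third axis was 0.758 (permutation test, p = 0.0133), and that of the heat-selected population was -0.541 (p = 0.118). From the directions on these 2 axes, the paper proposes that the 3 selection regimes led to unique changes in transcriptome regulation.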

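The population-by-temperature interaction had F = 1.62 in the PERMANOVA and accounted for 6.92% of the sum of squares (permutation test, p = 0.0218). With the interaction also protected in the surrogate variable step it had F = 1.77 and p = 0.003 in the permutation test, and with no surrogate variables removed it had F = 0.957 and p = 0.484. In edgeR's quasi-likelihood test of the interaction, 2 of 11789 genes in the control population, 0 of 11582 in the heat-selected population and 31 of 11769 in the oxidative-selected population responded to temperature differently from the ancestor at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 there were 557, 274 and 597 genes. With the replicate number as a block the counts were 1, 15 and 24 genes at the adjusted threshold, and with the labelled batch as a covariate they were 28, 19 and 127. In simulated data with 200 genes that differed in their response by a log2 value of 1.5, this test recovered 31%, 24% and 46% of them in the 3 comparisons.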

The consequences of the interaction effect are most apparent on Axis 4 (Figure 2F), where the control-selected population responds to temperature in the opposite direction compared to the remaining lines, and Axis 5 (Figure 2G), on which the heat population responds in the opposite direction.

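On the fourth axis the interaction had F = 2.12 (permutation test of residuals from the additive model, p = 0.113, Benjamini-Hochberg adjusted over the 5 axes p = 0.283). The difference between 30°C and 20°C on this axis, with scores multiplied by 100, was 0.252 in the ancestor, 0.347 in the control, -0.780 in the heat-selected and 0.435 in the oxidative-selected population (n = 6 per temperature; two-sided exact permutation tests, p = 0.357, 0.491, 0.119 and 0.167). On the fifth axis the interaction had F = 1.43 (permutation test, p = 0.248), and the differences were 0.226, -0.635, -0.227 and 0.286 in the same order. Both tests used residuals from surrogate variables estimated with only additive effects protected, which can take interaction variation away before it is tested. The fifth of these variables shared 19.9% of its variance with the 8 groups, against 1.1% with temperature and 1% with population. The main setting thus cannot show that an interaction is absent on these axes. The tests also did not use the same-numbered pairs. In the control population every such pair was lower at 30°C on the fifth axis, where the exact permutation test gave p = 0.0887. The pairs of each other population went both ways. Within batches the difference on the fourth axis was 0.672 in C and 0.185 in D (control) and -1.09 in E and -0.627 in F (heat-selected). With the interaction also protected in the surrogate variable step, the fourth axis had an interaction of F = 5.79 (permutation test, p = 0.00261, adjusted p = 0.0130). The difference between temperatures on that axis was then -1.20 in the control population, -1.01 in batch C and -1.29 in batch D, against 0.485 in the ancestor, 0.115 in the heat-selected and 0.492 in the oxidative-selected population. The fifth axis then had an interaction of F = 1.29 (permutation test, p = 0.292).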

### Network modules are differentially associated with line- and temperature-specific variation in expression

Because nMDS is a non-metric method, the contribution of specific genes (or suites of genes) to divergence on each axis is not readily interpretable. To address this limitation, we used weighted gene co-expression network analysis (Zhang and Horvath 2005; Langfelder and Horvath 2008) to identify modules, which are sets of genes with strongly correlated expression patterns that are more loosely connected to other such modules. We sought to identify modules that were important in the differential regulation of stress resistance in our evolved populations of *C. remanei*, because members of a gene module often share a common function (Eisen *et al.* 1998; Wolfe *et al.* 2005), and highly correlated gene sets may share transcriptional regulators (Allocco *et al.* 2004, but see also Marco *et al.* 2009).

Network analysis identified 13 co-expressed modules containing a total of 5,622 genes (Table 1). 

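A signed network of the 14834 genes with a power of 5, built on the residual expression of all 48 samples with the cut height of 0.905 and the minimum size of 30 genes that the paper gives, had 14 initial modules. The algorithm was written anew in Python from its published steps, and on simulated expression with 6 modules it found 6 before resampling and 5 after it. In each of 100 resampled networks, 4 of the 6 replicates of each group were drawn. After genes without support in 70% of these networks were moved to the unassigned genes and modules with eigengenes correlated above 0.9 were merged, 11 modules with 11844 genes remained. Numbered here by size, they held 4030, 3397, 2343, 1249, 207, 190, 107, 103, 92, 75 and 51 genes, and the numbers do not refer to those of Table 1. The number of modules was 13 without surrogate variable adjustment and 15 with labelled batch means removed, each with 20 resampled networks.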

An additional 9,212 genes were not consistently assigned to any module after resampling and were designated as “Unassigned”. 

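After resampling, 2990 of the 14834 genes were unassigned. Without the resampling step, 14378 genes were assigned, to 11 modules after merging. With a power of 8 and 20 resampled networks, 7157 genes were unassigned and 10 modules held 7677 genes. On simulated expression with 1500 background genes that belonged to no module, 209 of them were still assigned after resampling.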

For each module, we calculated the eigengene (Langfelder and Horvath 2008), defined as the first principal component of the module. An eigengene’s expression explains the largest proportion of variance for the genes within the module and is therefore representative of the expression of the combined set of correlated genes within the module (Figure S2). For all assigned (numbered) modules, the eigengene explains more than 40% of the expression variance within the module, with several explaining 50 to 70% (Table 1). 

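The eigengenes of the 11 modules explained from 28.9% to 65.2% of the variance of the genes in the module. In the 4 largest modules the share was 32.3% (4030 genes), 31.1% (3397 genes), 28.9% (2343 genes) and 33.4% (1249 genes). The other 7 modules, of 51 to 207 genes, had shares from 47.5% to 65.2%.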

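In the 11 assigned modules the second principal component explained at most 7.09% of the variance, in the module of 103 genes whose first component explained 53.5%. In the 2 largest modules the second component explained 5.51% and 5.67%.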

The second principal component explains no more than 5.6% in any assigned module (Figure S2), confirming that the eigengene is in fact an appropriate representation of expression for the genes within the assigned modules.

**Table 1:** Eigengene analysis of modules identified in gene coexpression network analysis.

Module	Number of Genes	% Variance Explained by PC1	Eigengene Effects	F	df(num), df(denom)	P value	Evolved*^a^*	Evolved Population	Functional annotation
1	1992	42.4%	Temperature	46.33	1, 40	>0.001*			embryo development, reproduction, transport, others
			Population	2.55	3, 40	0.069			
			Temp x Pop	0.13	3, 40	0.942			
2	1471	42.5%	Temperature	46.69	1, 40	>0.001*			cell-cell signaling
			Population	2.38	3, 40	0.084			
			Temp x Pop	1.00	3, 40	0.401			
3	865	42.3%	Temperature	48.73	1, 40	>0.001*	●		immune system process
			Population	15.53	3, 40	>0.001*		ox	
			Temp x Pop	0.85	3, 40	0.472			
4	389	49.8%	Temperature	38.24	1, 40	>0.001*	●		embryo development, reproduction, transport, others
			Population	23.97	3, 40	>0.001*		ox	
			Temp x Pop	0.48	3, 40	0.700			
5	278	50.3%	Temperature	11.20	1, 40	0.002*	●		embryo development, transport, cell motility, others
			Population	50.32	3, 40	>0.001*		ox	
			Temp x Pop	2.95	3, 40	0.044*			
6	120	65.3%	Temperature	33.60	1, 40	>0.001*	●		
			Population	8.06	3, 40	>0.001*		heat	
			Temp x Pop	1.06	3, 40	0.378			
7	119	49.5%	Temperature	17.18	1, 40	>0.001*	●		translation
			Population	44.89	3, 40	>0.001*		ox	
			Temp x Pop	10.90	3, 40	>0.001*			
8	98	55.8%	Temperature	9.07	1, 40	0.004*	●		
			Population	26.99	3, 40	>0.001*		ox	
			Temp x Pop	3.34	3, 40	0.029*			
9	77	67.9%	Temperature	13.42	1, 40	0.001*	●		metabolic process, aging
			Population	6.56	3, 40	0.001*		heat	
			Temp x Pop	0.79	3, 40	0.506			
10	72	58.9%	Temperature	0.01	1, 40	0.931	●		
			Population	51.13	3, 40	>0.001*		ox, heat	
			Temp x Pop	1.49	3, 40	0.232			
11	60	58.8%	Temperature	27.77	1, 40	>0.001*			metabolic process
			Population	6.25	3, 40	0.001*			
			Temp x Pop	0.32	3, 40	0.809			
12	49	68.6%	Temperature	24.95	1, 40	>0.001*			
			Population	8.38	3, 40	>0.001*			
			Temp x Pop	1.56	3, 40	0.213			
13	32	65.5%	Temperature	1.07	1, 40	0.306	●		
			Population	19.80	3, 40	>0.001*		ox, heat	
			Temp x Pop	3.84	3, 40	0.017*			
Unassigned	9212	9.3%	Temperature	13.96	1, 40	0.001*	●		
			Population	21.11	3, 40	>0.001*		ox, heat	
			Temp x Pop	0.59	3, 40	0.625			

a Significant difference (Tukey’s HSD; *P* < 0.05) between ancestor and any evolved line.

### Despite evolution the ancestral structures of gene expression reaction norms are largely retained

In the balance between environment and evolution in changes in patterns of transcriptional regulation (Figures 1 and 3), plasticity and/or the retention of ancestral plasticity via the evolution of baseline expression predominates. 

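Eigengenes were tested with F statistics for temperature, population and their interaction and permutation p-values (100000 permutations). Of the 11 modules, 10 had an effect of temperature or an interaction at p under 0.05. All 10 had an effect of temperature, 2 of them also an interaction. The exception was the module of 75 genes, for which temperature had F = 0.0100 (permutation test, p = 0.925) and the interaction F = 0.563 (p = 0.646). After Benjamini-Hochberg adjustment over the 11 modules, 10 modules still had an effect of temperature and 2 an interaction. With 20 resampled networks, 10 of 13 modules had either effect without surrogate variables, 10 of 15 with labelled batch means removed and 10 of 10 with a power of 8, and with eigengenes merged at 0.8 it was 8 of 9.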

Significant temperature differences or temperature-by-population interactions were observed in 12 out of 13 modules (Table 1). 

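In the 2 largest modules, temperature was the only effect with a p-value under 0.05. The eigengene of the largest (4030 genes) had F = 133 for temperature (permutation test, p = 1e-05, the smallest p the permutations can give), F = 2.56 for population (p = 0.0670) and F = 1.06 for the interaction (p = 0.378). That of the second (3397 genes) had F = 113 for temperature (permutation test, p = 1e-05), F = 1.67 for population (p = 0.190) and F = 0.614 for the interaction (p = 0.616). The 2 modules held 7427 genes in all. With a power of 8 and 20 resampled networks, the 2 largest modules also had an effect of population (F = 8.87 and 2.89), and 1 module of 65 genes had an effect of temperature only. Without surrogate variables and with 20 resampled networks, the modules of 2701 and 2523 genes had an effect of temperature only (F = 24.9 and 20.7). Temperature had F = 0.515 (permutation test, p = 0.473) in the second largest (2691 genes) and F = 0.0010 (p = 0.977) in the module of 1836 genes. With labelled batch means removed and 20 resampled networks, the 2 largest modules (2714 and 2580 genes) had an effect of temperature only (F = 64.5 and 138). From the effects in these modules and the others, the paper concludes that plasticity, and the retention of ancestral plasticity through changes in baseline expression, predominates.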

In fact, the two largest modules, Module 1 and Module 2, show effects only attributable to temperature (“shared plasticity”). Module 1 is composed of genes that are upregulated in all populations under immediate heat stress, whereas Module 2 contains genes that are downregulated in response to heat (Figure 3). 

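The eigengene of the largest module was higher at 30°C than at 20°C in 24 of 24 same-numbered pairs, and that of the second was lower in 24 of 24. In the largest module the eigengene in the ancestor rose from -0.145 ± 0.0250 (SD, n = 6) at 20°C to 0.127 ± 0.109 at 30°C (two-sided exact permutation test, p = 0.00216, the smallest p that 6 samples against 6 allow). The difference was 0.214 in the control, 0.203 in the heat-selected and 0.293 in the oxidative-selected population (exact permutation test, p = 0.00216 in each). In the second module the difference was -0.236 in the ancestor, -0.248 in the control, -0.200 in the heat-selected and -0.287 in the oxidative-selected population (exact permutation tests, p = 0.00216, 0.00216, 0.00433 and 0.00216). Within batches the difference in the largest module was between 0.0665 (E) and 0.346 (A). In the second it was between -0.294 (A) and -0.0794 (B). Each kept its sign in all 7 batches. Protecting also the interaction was a setting chosen after seeing the values. The 2 largest modules then held 2811 and 2511 genes, with F = 45.1 and 44.4 for temperature. Exact permutation tests gave p = 0.0606 in the ancestor in the first and p = 0.0693 in the heat-selected population in the other. All other populations had p under 0.05. Differences in batch B were 0.0280 and -0.0097, against -0.176 and 0.226 in the whole ancestor.

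**Figure D4:**
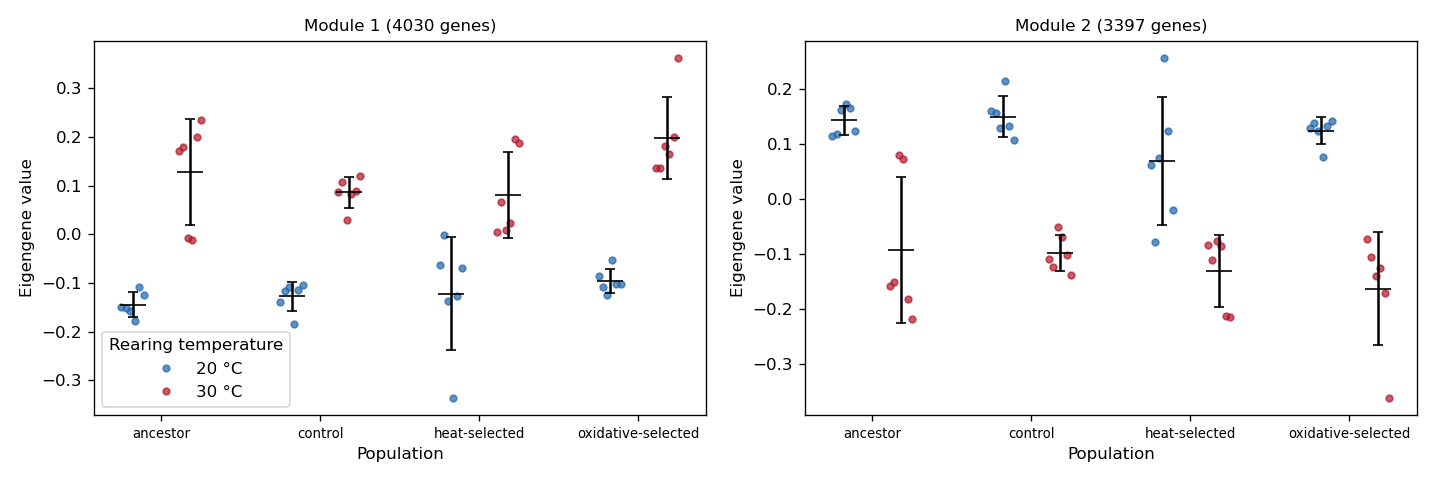
Eigengene values (vertical axes) of the 2 largest modules, of 4030 and 3397 genes, for the 4 populations (horizontal axes) at 20°C (blue) and 30°C (red). Points are the 6 replicates of each group, and the bars show the mean and SD; the eigengene is higher at 30°C in 24 of 24 pairs in the first and in 0 of 24 in the second.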

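Of the 11 modules, 6 had effects of both temperature and population and no interaction at p under 0.05 (permutation tests), with 4032 genes in all. They were the modules of 2343, 1249, 190, 107, 92 and 51 genes. In the module of 2343 genes, the difference between 30°C and 20°C was -0.199 in the ancestor, -0.199 in the control, -0.178 in the heat-selected and -0.148 in the oxidative-selected population (n = 6 per temperature; two-sided exact permutation test, p = 0.00216 in each). Its mean over both temperatures was higher than in the ancestor by 0.0686 in the control and by 0.0804 in the heat-selected population, and differed by -0.177 in the oxidative-selected population (permutation test of the largest pairwise difference, p = 0.00658, 0.00122 and 1e-05). The sign of the temperature difference was the same in all 7 batches, from -0.222 (F) to -0.0889 (E). The temperature difference changed sign between batches in the modules of 190, 107, 92 and 51 genes. In same-numbered pairs it was positive in 1, 17, 23 and 19 of 24 in the same order. In the module of 92 genes only batch B was negative (-0.0242), a batch with 4 samples at 20°C and 2 at 30°C. In the module of 107 genes it was 0.0014 in the ancestor (exact permutation test, p = 0.948) and from -0.168 (E) to 0.332 (D) within batches, and no difference between an evolved population and the ancestor was detected (permutation test of the largest pairwise difference, p = 0.171, 0.947 and 0.299). The population differences cannot be told apart from differences between batches. A population effect with neither of the others was seen in 1 module, of 75 genes.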

The largest class of modules retained the overall pattern of plasticity displayed across populations, but changed their baseline level of expression within each environment (“divergent baseline”, Figure 3, Table 1). 

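An interaction was seen in 2 of the 11 modules, with 310 genes in all. The module of 207 genes had F = 4.56 for the interaction (permutation test, p = 0.00777, adjusted p = 0.0427 over the 11 modules) and the module of 103 genes F = 7.21 (p = 5e-04, adjusted p = 0.0055). In the alternatives chosen before the data were examined, the number of modules with an interaction was from 1 to 3, the lowest without surrogate variable adjustment and the highest with labelled batch means removed.

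**Figure D5:**
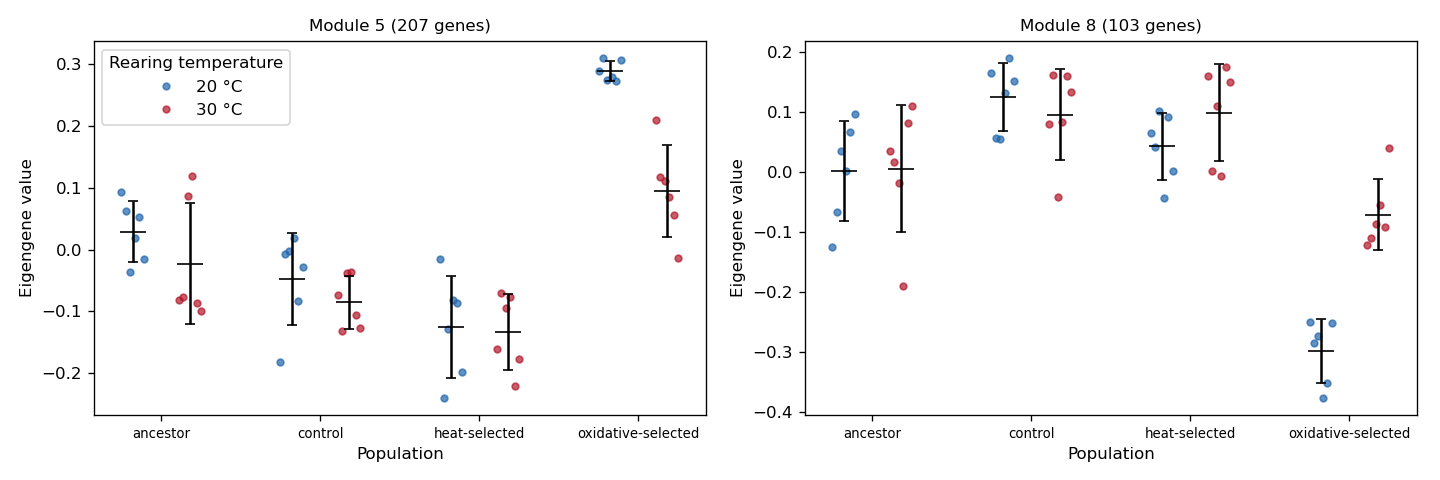
Eigengene values (vertical axes) of the 2 modules with an interaction, of 207 and 103 genes, for the 4 populations (horizontal axes) at 20°C (blue) and 30°C (red). Points are the 6 replicates of each group, and the bars show the mean and SD; the difference between temperatures is -0.194 and 0.227 in the oxidative-selected population.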

Finally, four of the modules showed heterogeneity among the pattern of plasticity that was dependent upon their specific evolutionary history (“evolved and/or divergent plasticity”, Figure 3). 

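Which population had the largest difference between temperatures in modules with an interaction depended on the setting. When the interaction was also protected, chosen after seeing the values, it was the control in the modules of 136, 75 and 52 genes. It was the oxidative-selected population in those of 188 and 41 genes. In both modules with an interaction in the main setting it was the oxidative-selected population. In the module of 207 genes the eigengene of that population was 0.289 ± 0.0161 (SD, n = 6) at 20°C and 0.0950 ± 0.0741 at 30°C, a difference of -0.194 (two-sided exact permutation test, p = 0.00216, the smallest p that 6 samples against 6 allow). The difference was -0.0520 in the ancestor, -0.0381 in the control and -0.0087 in the heat-selected population (exact permutation tests, p = 0.264, 0.299 and 0.831). In the module of 103 genes the difference was 0.227 in the oxidative-selected population (p = 0.00216 in the same exact test), 0.0040 in the ancestor, -0.0291 in the control and 0.0559 in the heat-selected population (p = 0.959, 0.506 and 0.186). By the labels, which give batch B 4 ancestral samples at 20°C and 2 at 30°C, the ancestor's 2 batches differed in this respect: the difference between temperatures in the module of 207 genes was -0.163 in A and 0.0979 in B, and in the module of 103 genes it was 0.156 in A and -0.155 in B. Over all 11 modules, the oxidative-selected population had no difference between temperatures at p under 0.05 in the modules of 75 and 51 genes (exact permutation tests, p = 0.221 and 0.104), and the ancestor had none in these either (p = 0.532 and 0.227).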

In one case (Module 5), the oxidative stress population lost its apparent response to heat stress entirely, indicative of genetic assimilation.

**Figure 3:**
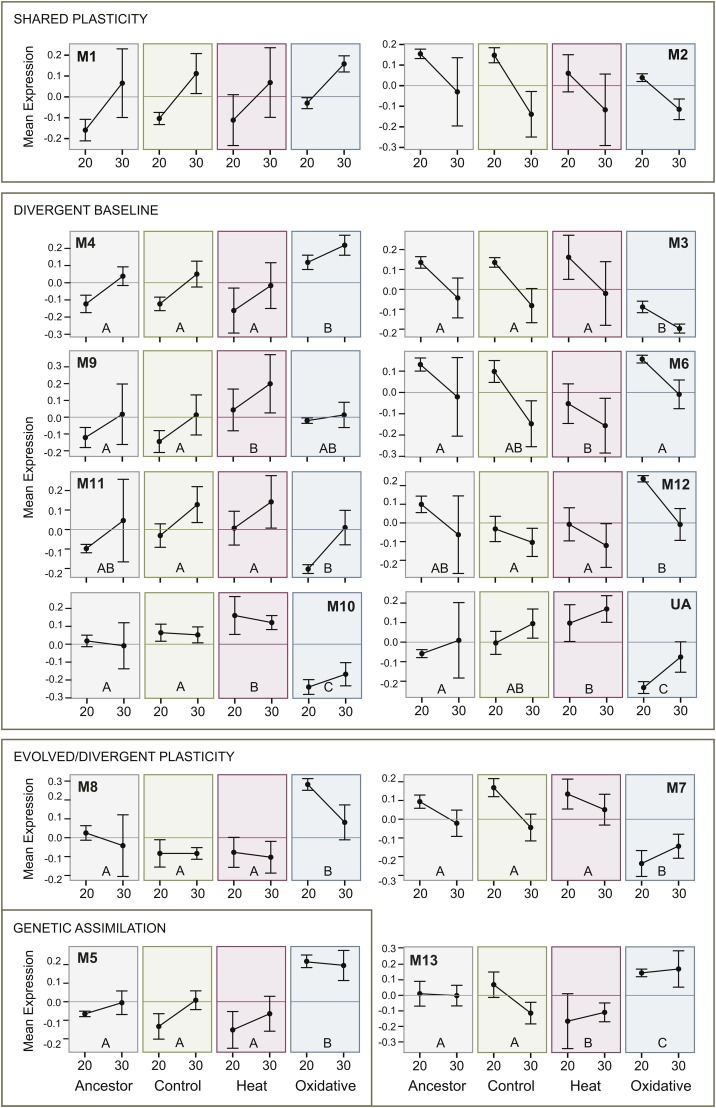
Module eigengene expression across temperatures for each population. Each box illustrates the relative expression for a population (ancestor, control, heat stress, oxidative stress) for individuals raised at either 20° or 30°C. Module ID is specified by the number following “M”. Expression levels for “unassigned genes” are provided under “UA”. Modules are roughly grouped into the categories outlined in Figure 1. For modules in which there was a significant effect of population (Modules 3-13), the letters indicate populations which were different by Tukey’s HSD. Experimental populations that share a letter are not significantly different in the pairwise comparison.

To more specifically address evolutionary divergence among lines, we examined pairwise differences among them for modules that showed a significant population effect (Figure 3). Focusing specifically within the ancestral population, five modules (Modules 1, 2, 3, 4, and 7), which together contain 4,836 genes, had significant expression differences across environments (Table 2). 

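Within the ancestor, 6 of the 11 modules, with 11301 genes in all, differed between 20°C and 30°C at p under 0.05 in the two-sided exact permutation test of 6 samples against 6. The 4 largest modules had the smallest p that the test allows, 0.00216, with differences of 0.272, -0.236, -0.199 and 0.165. The module of 190 genes differed by -0.163 (p = 0.0195, exact permutation test) and the module of 92 genes by 0.147 (p = 0.0325). After Benjamini-Hochberg adjustment over the 11 modules, the exact permutation test of the module of 92 genes had p = 0.0596 and 5 modules remained. Within batches of the ancestor the difference had the same sign in A and B in each of the 4 largest modules, while in the module of 190 genes it was -0.273 in A and 0.0040 in B, and in the module of 92 genes it was 0.257 in A and -0.0242 in B. Batch B has replicates 3 to 6 at 20°C and only replicates 3 and 4 at 30°C, and in same-numbered pairs of the ancestor the eigengene was lower at 30°C in 6 of 6 pairs in the module of 190 genes and higher in 6 of 6 in the module of 92 genes.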

Evolved lines that diverged from the ancestral population are of particular interest, as these could indicate a set of genes that are adaptive for stress resistance. 

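In the pairwise comparison with the ancestor (permutation test of the largest pairwise difference, 12 samples per population), 7 modules differed in the heat-selected population. In 1 of them, the module of 51 genes, neither the control nor the oxidative-selected population differed. Its eigengene was higher than in the ancestor by 0.207 in the heat-selected population (permutation p = 4e-05), against differences of -0.0493 in the control (p = 0.616) and -0.0306 in the oxidative-selected population (p = 0.872). The batch means of this eigengene were 0.157 (E) and 0.184 (F) in the heat-selected population and 0.0342 (A) and -0.138 (B) in the ancestor. The temperature difference of this module was 0.0787 in the ancestor (n = 6 per temperature, exact permutation test, p = 0.227).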

Two modules, Module 6 and Module 9, differed in the heat-selected population only. These modules are expected to contain genes that are important for adaptation to heat stress. Similarly, five modules (3, 4, 5, 7, and 8) are significantly different from the ancestor only in the oxidative-selected population. 

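The oxidative-selected population differed from the ancestor in 7 of the 11 modules, those of 2343, 1249, 207, 190, 103, 92 and 75 genes (permutation test of the largest pairwise difference, p from 1e-05, the smallest the permutations can give, to 0.00113). In 0 of these 7 was it the only evolved population that differed: the heat-selected population also differed in 6, and the control population in the module of 103 genes. After Benjamini-Hochberg adjustment over the 11 modules, 2 modules, those of 190 and 92 genes, differed from the ancestor in the oxidative-selected population only. With a power of 8 and 20 resampled networks, 4 of 10 modules did. With the interaction also protected, a setting chosen after seeing the values, 4 of 15 modules did. All oxidative-selected samples were in batch G, so these differences cannot be told apart from that of the batch.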

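Modules in which both the heat-selected and the oxidative-selected population differed from the ancestor numbered 6 of 11, those of 2343, 1249, 207, 190, 92 and 75 genes, with 4156 genes in all (permutation test of the largest pairwise difference, p under 0.05 for each). With Benjamini-Hochberg adjustment over the 11 modules there were 4, and without surrogate variable adjustment there were 0 of 13 modules.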

Two additional modules, Module 10 and Module 13, have evolved in both stress-selected populations. In both cases, the responses are in opposite directions in each stress-selected population (Figure 3), similar to the observed differences on Axis 2 in the nMDS analysis (Figure 2B).

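In 6 of these 6 modules the heat-selected and the oxidative-selected population differed from the ancestor in opposite directions. In the module of 75 genes the eigengene was higher than in the ancestor by 0.205 in the heat-selected population and differed by -0.167 in the oxidative-selected population (permutation test of the largest pairwise difference, p = 1e-05 for both, the smallest p the permutations can give). In the modules of 2343 and 1249 genes the differences were 0.0804 and -0.0765 in the heat-selected population (permutation test, p = 0.00122 and 0.00254) and -0.177 and 0.203 in the oxidative-selected population (p = 1e-05 for both). In the modules of 207, 190 and 92 genes they were -0.132, -0.0913 and 0.0927 in the heat-selected population and 0.189, 0.130 and -0.134 in the oxidative-selected population. The batch means of the module of 75 genes were 0.0108 (A) and -0.0830 (B) in the ancestor, 0.145 (E) and 0.205 (F) in the heat-selected and -0.187 (G) in the oxidative-selected population. With the interaction also protected, a setting chosen after seeing the values, 4 modules differed in both populations. In the module of 39 genes both differences were negative, -0.200 and -0.141 (permutation test of the largest pairwise difference, p = 0.0003 and 0.0242). In the others they were in opposite directions.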

**Table 2:** Effect of temperature on module expression in the ancestral population

Module	Number of Genes	t	df	P value
1	1992	−3.19	11	0.019*
2	1471	2.70	11	0.041*
3	865	4.20	11	0.006*
4	389	−5.32	11	0.000*
5	278	−2.27	11	0.068
6	120	1.99	11	0.100
7	119	3.59	11	0.008*
8	98	0.98	11	0.368
9	77	−1.79	11	0.123
10	72	0.50	11	0.637
11	60	−1.65	11	0.158
12	49	1.87	11	0.115
13	32	0.29	11	0.779
Unassigned	9212	−0.86	11	0.429

Surprisingly, among the unassigned genes, we observed a significant effect of both temperature and population in the eigengene expression, supporting the observation that a pattern of “divergent baseline” predominates the overall structure of the evolution of gene expression across the genome (Table 1). 

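Among the 2990 unassigned genes, the eigengene had F = 25.7 for temperature (permutation test, p = 5e-05) and F = 42.9 for population (p = 1e-05, the smallest p the permutations can give), with F = 2.60 for the interaction (p = 0.0643). It was higher at 30°C in 19 of 24 same-numbered pairs. The difference from the ancestor was 0.0771 in the control, 0.139 in the heat-selected and -0.168 in the oxidative-selected population (permutation test of the largest pairwise difference, p = 0.0493, 0.00011 and 2e-05).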

Given the conservative approach we used to assign genes into modules following resampling, it is likely that genes contributing to the unassigned modules were falsely removed from a real module. However the proportion of variance explained by the eigengene for the unassigned module is relatively small (9.3%). Therefore, it is unlikely that the lack of module assignment for these genes substantially alters the overall network topology we have observed.

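The first principal component of the 2990 unassigned genes explained 12.4% of their variance and the second 9.01%. The lowest share of the first component in an assigned module was 28.9%.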

### Gene expression modules are each enriched for functionally related genes

We next examined the functional relationships among genes in identified modules by looking for enrichment of Gene Ontology terms within each module, especially terms in the biological process ontology (Figure 4). Enrichment of molecular function and cellular component terms are shown in Figures S3 and S4, respectively. Modules 1, 4, and 5, which contain genes upregulated in response to temperature, were enriched for terms falling under the GO categories pertaining to embryonic development, reproduction, and cellular transport, as well as metabolic processes relating to nucleic acid metabolism and translation. Module 2, which encompasses the large module of genes down-regulated in response to heat, was enriched for genes involved in cell-cell signaling. Modules 3 and 7, which had lower expression in the oxidative-selected population, were enriched for immune system genes and genes involved with translation, respectively. Modules 9 and 11 were enriched for genes involved in metabolic processes acting on molecules other than nucleic acids.

**Figure 4:**
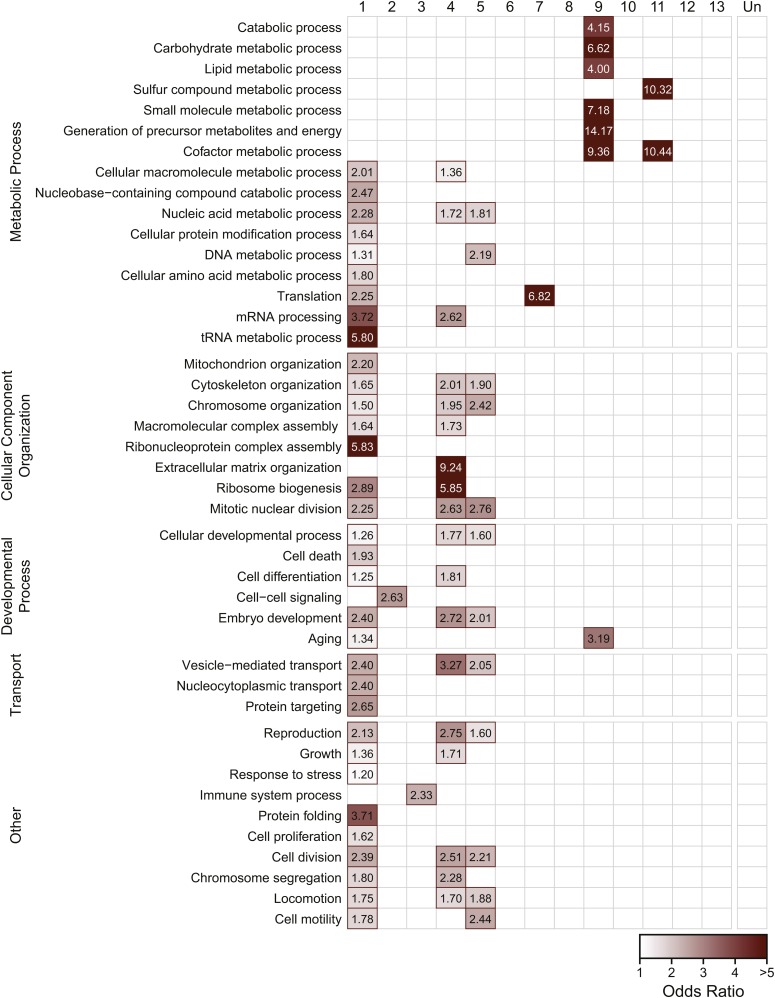
Enrichment of biological process gene ontology terms in coexpression modules. Red outlines and shading signify that there is significant enrichment of genes mapping to the GO term (rows) within a given module (columns) (FDR < 0.05). The intensity of the shading corresponds to the odds ratio for the GO term.

### Regulatory targets of stress-responsive transcription factors are enriched in network modules

In *C. elegans*, several transcription factors are known to be critical regulators of cellular responses to stress. However, these regulators may not be differentially expressed in response to stress themselves, but rather undergo protein modifications to activate them under certain conditions. For example, the FOXO transcription factor DAF-16 is a major target of the insulin/insulin-like growth factor signaling (IIS) pathway in worms and is responsible for mediating responses to heat and oxidative stress, among others (Honda and Honda 1999; Hsu *et al.* 2003). DAF-16 is normally localized to the cytoplasm, but in stress conditions, DAF-16 is activated and transported to the nucleus, where it regulates transcription of many target genes (Lin *et al.* 2001; Lee *et al.* 2001). We identified *C. remanei* homologs of known binding targets of 23 transcription factors with previously published transcription factor binding profiles (Oh *et al.* 2006; Schuster *et al.* 2010; Niu *et al.* 2011), and tested for significant enrichment in each of the network modules. We also examined enrichment of another stress-related candidate gene set, the heat shock protein families (*hsps*) previously examined in Sikkink *et al.* (Sikkink *et al.* 2014b).

We observed significant enrichment (FDR < 0.05) of regulatory targets for all but four of the available transcription factors (Figure 5). Many of the transcription factors are key regulators of embryonic development. Unsurprisingly, Module 1 is enriched for transcriptional targets of most of these genes, including three HOX transcription factors—LIN-39, MBA-5, and EGL-5—consistent with the functional annotation of Module 1’s role in development.

**Figure 5:**
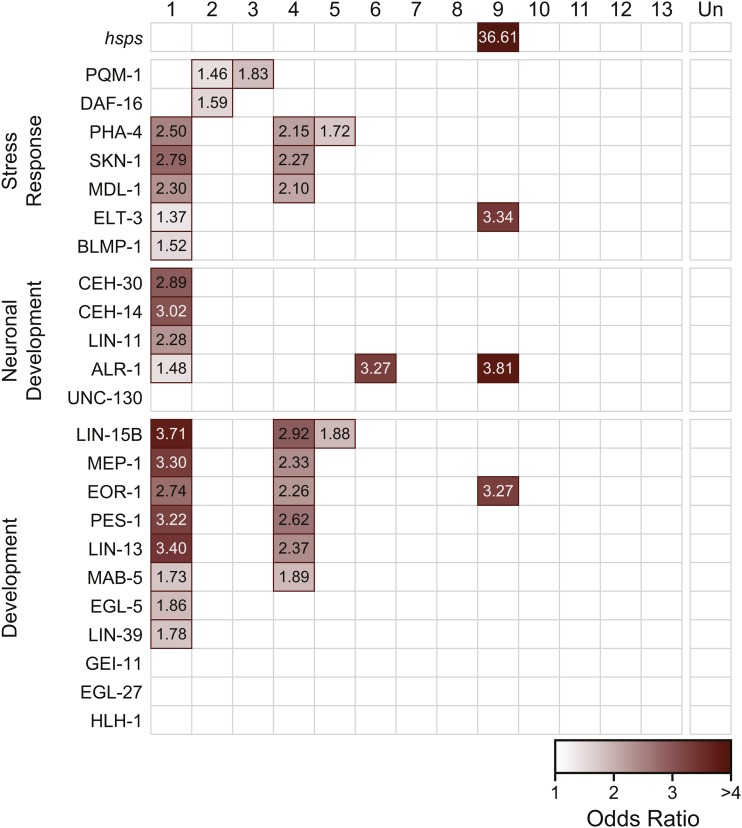
Enrichment of transcription factor target genes in coexpression modules. Each box represents the degree to which the targets of a given transcription factor (rows) are enriched within a given co-expression module (columns). Red outlines signify that there is significant enrichment of target genes in the module (FDR < 0.05). Transcription factors are roughly grouped by functional category. The intensity of the shading indicates the odds ratio for the set.

Several transcription factors that regulate stress responses also showed enrichment of their target genes in one or more of these modules. PHA-4, a developmental regulator necessary for formation of the pharynx (Mango *et al.* 1994; Horner *et al.* 1998), has also been implicated in regulating heat shock response through HSP90 (van Oosten-Hawle *et al.* 2013). Targets of PHA-4 were enriched in Module 1 as well as the oxidative-evolved Modules 4 and 5. Genes regulated by SKN-1, another target of IIS that is critical for oxidative stress resistance (An and Blackwell 2003), were also enriched in Modules 1 and 4. Modules 2 and 3 were both enriched for targets of PQM-1, a C2H2 zinc finger and leucine zipper-containing protein (Tawe *et al.* 1998). In *C. elegans*, PQM-1 is responsive to certain types of oxidative stress (Tawe *et al.* 1998), and is a key regulatory target of IIS, in addition to DAF-16 (Tepper *et al.* 2013). Module 2 was also enriched for DAF-16 targets.

Module 9, which was significantly divergent in the heat-selected population, was significantly enriched for heat shock proteins. This module was also enriched for targets of ELT-3, a GATA transcription factor that functions during hypodermal development in *C. elegans* (Gilleard *et al.* 1999) and may also function downstream of IIS to influence longevity (Budovskaya *et al.* 2008), pathogen resistance (Pujol *et al.* 2008), and osmotic stress response (Rohlfing *et al.* 2010). ALR-1, a homeodomain transcription factor involved in development of sensory and GABAergic motor neurons (Tucker *et al.* 2005), and EOR-1 which regulates RAS/RAF-mediated signaling during development (Rocheleau *et al.* 2002; Howard and Sundaram 2002) also bind to more genes than expected within this module.

Modules 7, 8, 10 and 13 were also significantly different between the ancestor and at least one evolved population; however, they did not show significant enrichment of target genes for the available transcription factors. However, ChIP binding data from *C. elegans* was not yet available for some key transcription factors involved in stress response, particularly HSF-1 and HIF-1. Heat shock proteins are known to be regulated by HSF-1 in response to heat stress (Wu 1995; Åkerfelt *et al.* 2010), therefore enrichment of *hsps* in Module 9 may indicate a role for HSF-1 in regulation of that module.

## Discussion

For many organisms, phenotypic plasticity is a vital adaptation that has evolved to cope with environmental stress. After almost a century of work on plasticity, researchers are now beginning to dissect the genetic regulatory networks that underlie a plastic phenotypic response (Promislow 2005; Barchuk *et al.* 2007; Rose *et al.* 2016; Nocedal *et al.* 2017). Here, we add to this growing body of work by examing global changes in gene expression in the evolution of phenotypically plastic responses using experimental evolution of *C. remanei* in response to the two related, but distinct, evolutionary stresses of heat and oxidative shock.

### Global patterns of gene expression describe evolutionary divergence

We observed clear differentiation attributable to the induction of a response to temperature (*i.e.*, plasticity), as well as evolved differences between populations (Figure 2). 

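In edgeR's quasi-likelihood test of 30°C against 20°C within each population (6 samples per temperature), 1504 of 11135 genes in the ancestor had an adjusted p-value under 0.05, 724 of them higher and 780 lower at 30°C. The control population had 2167 of 10395 (1151 higher, 1016 lower), the heat-selected population 1397 of 9659 (575 higher, 822 lower) and the oxidative-selected population 4482 of 10543 (2213 higher, 2269 lower). With the replicate number of the labels as a block, the counts were 4920, 2664, 2367 and 3971 genes. Samples with the same number deviated together in the ancestor (mean correlation across genes 0.561), the control (0.279) and the heat-selected population (0.238) but not in the oxidative-selected population (-0.0450). Within single batches the test gave 147 genes in A, 1874 in B, 499 in C, 3715 in D, 639 in E, 1905 in F and 4724 in G. The filter on low counts was less strict there: 11669 genes were tested in G, which holds the same samples as the oxidative-selected fit of 10543 genes. Of the genes called in the ancestor and tested in both, 97.8% (1366 of 1397) changed in the same direction in the control. The share was 98.3% (1308 of 1330) in the heat-selected and 98.2% (1388 of 1413) in the oxidative-selected population. Of these genes, 858, 723 and 1218 also passed the threshold in the control, heat-selected and oxidative-selected population. Over all genes tested in both, called or not, 80.95%, 82.42% and 82.24% changed in the same direction.
By the rule set before the data were examined, the 2 genes with the largest mean rise and the 2 with the largest mean fall were chosen among 316 genes that changed in all 4 populations and in all 24 same-numbered pairs. The gene CRE_PX356_1986 rose by a log2 fold change of 8.16 in the ancestor (standard error 0.97, adjusted p = 0.000186 from edgeR's quasi-likelihood test), 7.70 in the control, 4.94 in the heat-selected and 5.48 in the oxidative-selected population. The gene CRE_PX356_430 rose by 7.53 (standard error 0.66, adjusted p = 1.38e-05), 6.81, 5.29 and 4.87 in the same order. For the gene CRE02474 the log2 fold change was -3.14 (standard error 0.52, adjusted p = 0.00202), -2.59, -3.79 and -2.88, and for the gene CRE16493 it was -3.39 (standard error 0.31, adjusted p = 1.86e-05), -2.45, -3.19 and -3.07. With 5 surrogate variables as covariates, the log2 fold change of the 2 rising genes was -0.65 and -0.39 in the control population (edgeR adjusted p = 0.709 and 0.875). The files do not pair these IDs with gene names.

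**Figure D6:**
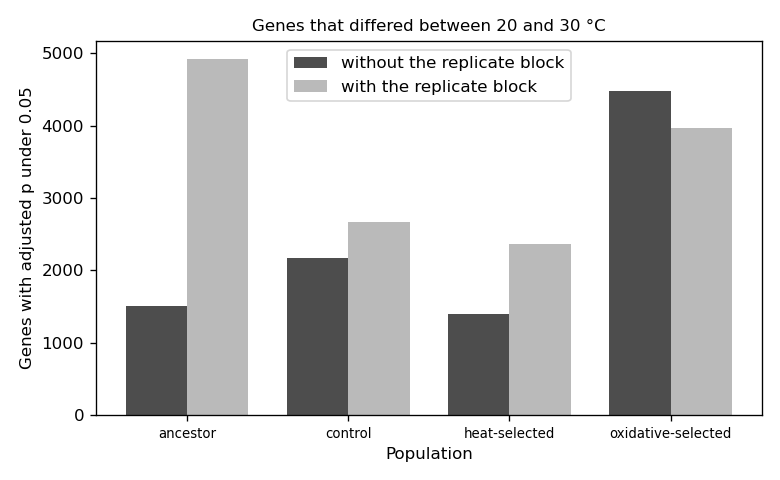
Number of genes with an adjusted p-value under 0.05 for 30°C against 20°C (vertical axis) in each population (horizontal axis), without (dark bars) and with (light bars) the replicate number as a block. The counts are 1504, 2167, 1397 and 4482 genes without the block and 4920, 2664, 2367 and 3971 with it.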

Exposure to the inducing temperature resulted in very pronounced changes in the global patterns of gene expression in all populations, which were primarily encapsulated by the primary axis resulting from nMDS analysis (Figure 2A). 

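On the first nMDS axis, the difference between 30°C and 20°C did not vary among the populations by more than the spread between replicates (interaction F = 0.221, permutation test, p = 0.882). The difference, with scores multiplied by 100, was 2.73 in the heat-selected population and 2.86 in the ancestor, where the SD of the 6 replicates at 30°C was 0.907 and 1.39. At the level of genes, 0 of 11582 responded to temperature differently in the heat-selected population and the ancestor at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 274 did at an unadjusted p-value under 0.05. With the replicate number as a block the count was 15. It was 12 with DESeq2's Wald test, 19 with the labelled batch as a covariate and 94 with 5 surrogate variables as covariates. In simulated data the main test recovered 24% of the genes whose response differed by a log2 value of 1.5. The count of 0 therefore does not show that responses were unchanged.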

The scale of the observed response to the temperature shift in all populations (Figure 2C) largely confirms our previous observations for the heat selected population. Increased resistance to acute heat stress is not conferred by changing the degree to which genes respond to changes in the thermal environment (Sikkink *et al.* 2014b). However, the more powerful multivariate statistical framework used here reveals that the response to temperature changes did in fact differ among the evolved populations on secondary axes of ordination. These interaction effects were most evident on nMDS Axes 4 and 5 (Figure 2F and 2G), and suggest that some changes in transcriptional plasticity may be responsible for changes in phenotypic plasticity as well.

We also detected changes in gene regulation attributable to the evolutionary history of each line. Notably, the three selected populations have diverged from the ancestor in different directions on nMDS Axis 2 and Axis 3 (Figure 1B). This pattern suggests that at least partially independent axes of gene regulation contribute to adaptation in each case. These findings are consistent with the observations we have previously made—that there is no genetic correlation between heat and oxidative resistance under the environmental conditions in which these populations evolved (Sikkink *et al.* 2015). In short, although one might reasonably hypothesize a correlated selective response to heat and oxidative stresses that acts through a generic stress response pathway, our data support the alternative hypothesis. Evolution results from changes in different GRNs, or least different modules within a GRN, for these two related stresses.

### Gene expression evolves in a modular fashion

The pattern of expression differences that we observed in our data indicates a high degree of modularity. Despite a relatively small number of experimental treatments, we were able to identify 13 transcriptional modules with highly correlated patterns of expression. Furthermore, the eigengenes that describe expression patterns within each module are differentially associated with the experimental treatments.

To test our ability to draw meaningful inferences from RNA-seq data we examined a well-known pathway, heat shock proteins (*hsps*), which are molecular chaperones known to be a critical component of response to heat stress (Lindquist and Craig 1988). Therefore, we expected these genes to form one or more modules that covary strongly with temperature. One module (9) seems to fulfill this expectation by capturing many of the elements of the *hsp* response. This module was strongly enriched for the set of heat shock proteins (Figure 5), and was also significantly regulated by temperature (Table 1).

Significant expression differences attributable to line were also observed within this heat shock response module (Figure 3). On closer examination, the heat-selected population was the only selected line to show divergence from the ancestral population. The eigengene expression of this module reveals that the heat-selected population has higher overall expression of these genes relative to the other populations even at 20° (Figure 3). However, these genes were still upregulated in response to temperature. The shift in expression in this module is consistent with our previous observation that the heat selected line evolved resistance to heat stress by shifting the thermal threshold for induction of the heat stress response (Sikkink *et al.* 2014b).

### Gene expression module evolution is independent between stresses

Most of the identified modules, with the exception of Modules 1 and 2, show significant evidence for an evolved response in either of the stress-adapted populations (Table 1). Interestingly, the response in the heat and oxidative selected lines occurs primarily in independent modules, consistent with the lack of phenotypic correlated responses we have observed previously in this system (Sikkink *et al.* 2015).

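Of the genes tested in both comparisons with the ancestor, 247 differed in the heat-selected population and 1767 in the oxidative-selected population (adjusted p-value under 0.05 from edgeR's quasi-likelihood test), and 82 differed in both, 63 of them in the same direction. The odds ratio of this overlap was 2.81 (Fisher's exact test, p = 1.78e-12), which shares the ancestor's samples between the 2 comparisons and treats genes as independent. Across the 11471 genes, the log2 differences of the 2 populations from the ancestor had a correlation of 0.461, a value across genes, which are not independent replicates. Both differences subtract the same ancestral samples, which by itself gives a positive correlation. The value expected without a shared response was not computed. No agreement between the 2 stress-selected populations is therefore concluded from this correlation or from the shared directions. The correlation was 0.626 between the control and heat-selected populations and 0.449 between the control and oxidative-selected populations. The control population shared 39 of its genes with the heat-selected population (36 in the same direction) and 46 with the oxidative-selected population (37 in the same direction). These overlaps come from the model without a replicate block and were not computed with it. The block moved the heat-selected count from 253 to 1304 genes and the control count from 122 to 641. The oxidative-selected count went from 1802 to 1742. Of the 11 modules, 6 differed from the ancestor in both stress-selected populations, 1 in the heat-selected population only and 0 in the oxidative-selected population only, where only means that neither the control nor the other stress-selected population differed; the module of 103 genes differed in the oxidative-selected and the control population. In all 6 the 2 populations differed from the ancestor in opposite directions. Modules that differed in both and in the oxidative-selected population only numbered 4 and 2 with Benjamini-Hochberg adjusted p-values and 2 and 4 with a power of 8. They numbered 0 and 1 without surrogate variables and 1 and 0 with labelled batch means removed. Other settings were chosen after seeing the values. Protecting also the interaction, the setting closest to the paper's PERMANOVA F values, gave 4 and 4, with 2 in the heat-selected population only. Leaving leftover genes out of modules gave 5 and 1, and both changes together gave 2 and 4.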

Two modules, Module 10 and Module 13, do show evidence of evolutionary change in regulation in both the heat- and oxidative-selected lines (Table 1). However, our data do not support the evolution of a generalized stress response pathway contributing to adaptation in both of the populations that were evolved under these different stressors. In both modules, selection for heat resistance results in an overall change in gene expression in one direction, while selection for oxidative resistance occurs in the opposite direction (Figure 2). Presumably, these modules would contain a portion of the overlap in pathways expected based on the pleiotropy in the known stress response networks in *C. elegans* (Sikkink *et al.* 2015). However, these two modules together contain only 104 total genes, about 5% of the genes assigned to evolved modules, and the effect of selection to one stressor is antagonistic to the preferred response for the other stress.

The overall independence we observed in the genetic network between the evolved lines may contribute to the decoupling of the phenotypic responses to these different stressors, as certain modules within the greater response network have different degrees of pleiotropy, and can potentially allow for fine-tuning of the response.

### Adaptation to different stressors involves non-overlapping subsets of the ancestral stress response network

Six modules, together comprising 4836 genes (about 86% of the genes assigned to modules) had significant responses to temperature in the ancestral population (Table 2). Most of these genes were in Modules 1 and 2, which show no evidence for evolved changes in any of the selective populations (Table 1). This suggests that the majority of the ancestral heat shock response remains unchanged under diverse selective scenarios. Several of the modules that have evolved only in the oxidative selective environment (Modules 3, 4, and 7) also had a significant response to temperature in the ancestral population (Tables 1 and 2). 

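Of the 7 modules in which the oxidative-selected population differed from the ancestor, 4 also differed between 20°C and 30°C in the ancestor (those of 2343, 1249, 190 and 92 genes), and with Benjamini-Hochberg adjusted p-values 3 of 7 did. At the level of genes, 296 of the 1747 genes that differed between the oxidative-selected population and the ancestor (16.9%) were also among the genes that responded to temperature in the ancestor, against 12.9% of the other genes (odds ratio 1.38; Fisher's exact test, p = 7.98e-06, with genes treated as independent). Both sets come from the model without a replicate block and share the ancestor's samples.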

A reasonable interpretation of this pattern is that these modules contributed to the core stress response in the ancestral population, along with the genes in Modules 1 and 2. However, in the oxidative-selected populations, different subsets of genes are selected upon, enabling resistance to the oxidative stress instead of heat stress.

In contrast, in the modules that respond to heat selection (Modules 6, 9, 10, and 13), there was no strong evidence for plasticity in the ancestral population (Table 2). 

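Of the 7 modules in which the heat-selected population differed from the ancestor, 4 also differed between 20°C and 30°C in the ancestor, and with Benjamini-Hochberg adjusted p-values 2 of 5 did. In the modules of 207, 75 and 51 genes the difference between temperatures in the ancestor was -0.0520, -0.0249 and 0.0787 (n = 6 per temperature; exact permutation tests, p = 0.264, 0.532 and 0.227). At the level of genes, 83 of the 234 genes that differed between the heat-selected population and the ancestor (35.5%) also responded to temperature in the ancestor, against 13.0% of the other genes (odds ratio 3.67; Fisher's exact test, p = 6.85e-18, with genes treated as independent). For the control population the shares were 29.9% (32 of 107 genes) and 13.4%. All these sets share the ancestor's samples and come from the model without a replicate block, which, when added, moved the heat-selected count from 253 to 1304 genes and the ancestral temperature count from 1504 to 4920; the overlap was not computed with it.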

The genes in these modules are therefore unlikely to be involved in the ancestral plasticity in response to the inducing temperature, but rather are other sets of genes from a different regulatory cascade that have been modified under particular conditions. It is surprising that it is the heat-selected line that utilized novel stress response components, while oxidative selection in large part modified the existing stress response pathway. Because the eigengene is a combined metric of expression for multiple correlated genes, a trivial interpretation is that some individual genes within this module do in fact respond significantly to temperature in the ancestor, but we have limited power to detect the change when considered as a group. If this is true, then selection for heat stress may use components of the ancestral heat response, although these modules are still largely independent of those invoked for the oxidative stress response.

A more interesting explanation of the pattern is that the core heat stress response in the ancestor is already maximized and therefore that further adaptation requires cooption of additional genes that are not part of the core stress pathway. These interpretations may not be mutually exclusive, and determining the relative contributions of the ancestral *vs.* novel components of the stress response pathway in adaptation to heat stress will require additional investigation into the roles of individual genes within each population.

### Regulation and function of the evolved gene expression plasticity modules

Genes that are co-regulated by a common transcription factor are likely to have highly correlated expression (Marco *et al.* 2009) and therefore should be classified as part of the same module. Identifying the transcriptional regulators of each module can provide important insight into which pathways contribute to the evolution of plasticity. In this study, we tested for enrichment of known targets of 23 transcription factors within each of the identified gene modules (Figure 4). Most of these transcription factors have vital roles in regulating developmental processes, but a few also have well-characterized roles in mediating stress responses to a variety of different stress types. It is important to note that the sets of target genes included here were initially identified in *C. elegans* and may not be comprehensive. However, the functions of these transcription factors are likely to be highly conserved in *C. remanei*, and these targets represent the best current hypothesis for transcription factor binding during *Caenorhabditis* development.

Many of the tested transcription factors are enriched in Module 1 (Figure 4). Given that the tested factors are key regulators of development, it is not surprising this module is also functionally annotated as involved in growth, embryonic development, and reproduction—organismal processes which are highly dependent on temperature in the poikilothermic *C. elegans* and its relatives (Riddle 1997). Consistent with that role, the genes in Module 1 do not appear to have evolved differences in gene expression between the ancestor and any of the evolved populations, and likely represent a core set of highly conserved developmental programs that are difficult to alter on short evolutionary timescales.

Not all of the components of these pathways are so highly conserved however. Module 4, for example, is also enriched for regulatory targets of many of the same transcription factors as Module 1, with the notable exception of the transcription factors required for neuronal developmental (Figure 4). This module had higher overall expression in the oxidative-selected population compared to the ancestor. It is reasonable to think that tissue-specific differences, and the combinatorial control of gene expression, together might allow for the increased evolvability of transcription in this module, despite the overlapping functional role of these genes and those in Module 1.

Another intriguing result from this study is the enrichment of PQM-1 targets in Modules 2 and 3. PQM-1, like DAF-16, is a major target of the IIS pathway, and the two transcription factors appear to function in opposition to one another (Tepper *et al.* 2013). Both transcription factors appear to act together to control a portion of the ancestral stress response identified in Module 2. However, Module 3 also shows evidence for evolved differences in expression in the oxidative-selected line (Table 1), and is enriched for targets of PQM-1 (Figure 4). PQM-1 is known to respond to oxidative stress, although previous studies describe a response to the oxidative stressor paraquat (methyl viologen; Tawe *et al.* 1998)) rather than the hydrogen peroxide used in this study. Further study will be required to determine whether PQM-1 and its targets are in fact important contributors to evolution of the oxidative stress response.

### Conclusion

Using a powerful experimental evolution approach in *C. remanei* nematodes, we identified the evolution of transcriptional modules in response to selection in two stress environments. In general, patterns of ancestral plasticity dominated the evolutionary response, with the predominant mode of adaptation occurring through changes in baseline gene expression within an environment rather than changes in plasticity *per se*. The evolutionary responses to the two different stressors each modified unique modules, consistent with previous observations of low pleiotropy between these two responses (Sikkink *et al.* 2015). Surprisingly, the response in the population selected under heat stress conditions did not modify components of the ancestral response to heat shock, while the oxidative selection line did. We identified a number of modules with significant evolutionary and plastic responses that were enriched for targets of key developmental and stress response transcription factors. The scale of the total number of genes involved is daunting, however. Indeed, a major conclusion from this work is that short-term adaptation, although it may be built upon existing systems that facilitate a plastic response to the environment, can nonetheless alter the overall pattern of regulation of the majority of the genes in the genome (Boyle *et al.* 2017). Complex responses to environmental stress remain complex even when adapting to simplified selective environments.

How the deposited data were processed for this re-analysis (not part of the article)

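The data are RNA-seq counts from L1 larvae of 4 populations of *C. remanei* (the ancestor and the control, heat-selected and oxidative-selected populations), raised for 20 h at 20°C or 30°C, with 6 replicates in each of the 8 groups and 48 samples in all. The authors filtered the reads with Stacks, aligned them with GSNAP to the assembly of strain PX356 and counted reads that aligned unambiguously to gene models with htseq-count, and the deposited values are these raw counts, without normalization, for 24723 gene IDs per sample. Reads that align to more than one gene model were not counted by the authors, so counts of near-identical genes are uncertain. Population, temperature, replicate number and batch were taken from the sample labels. No pair of samples within a group held the same counts (120 pairs compared, mean chi-square per gene 2.21 to 213). In batch F at 30°C it was 3.32 between replicates 3 and 4 and 5.51 between 5 and 6. Across these 2 pairs it was 62.5 to 67.5. In batch D at 30°C the values were 3.71 and 4.95, against 26.6 to 29.2 across. At 20°C batch F showed little of this (5.89 and 6.03, against 5.91 to 17.4). Tests of 6 samples against 6 and the edgeR fits without a block treat replicates as independent, so their p-values may be too small.

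Total counts per sample ranged from 2196238 to 8600409 (median 4719137). A gene with 3 counts stood at 0.349 CPM in the deepest sample and at 1.37 in the shallowest.

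Computation used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, sva 3.50.0, vegan 2.7.1 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. For the ordination and the network, the deposited counts were divided by DESeq2 size factors, the 40% of genes with the lowest variance were left out, which kept 14834 genes, and the variance-stabilizing transformation was applied. The effects of 5 surrogate variables from sva were removed by regression. The number 5 is the paper's, and the estimate from the data was also 5. The paper names temperature and population as the variables of interest, so the main setting protected their additive effects, and protecting also the interaction was an alternative. The PERMANOVA used Bray-Curtis dissimilarities with population, temperature and the interaction as terms and permutation p-values. The nMDS had 5 dimensions, and its scores were multiplied by 100.

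The paper built its network with the R package WGCNA, which was not used here; the signed network (power 5), the topological overlap, average linkage, the dynamic tree method with a cut height of 0.905, deep split 2 and a minimum size of 30, the resampling rule (100 networks of 4 replicates per group, 10% overlap, 70% support) and merging at an eigengene correlation of 0.9 were written in Python from their published descriptions. The paper's option for placing leftover genes was read as the stage that places them by their similarity to modules without regard to the tree. The code was tested on simulated expression with 6 modules and 1500 background genes: 99.7% of the genes in modules were recovered before resampling and 96.1% after it, in 5 modules, and 209 background genes were assigned. Eigengenes and nMDS axes were tested with F statistics and 100000 permutations (temperature labels within populations, population labels within temperatures, and residuals of the additive model for the interaction), in place of the analysis of variance of the paper. Pairs of populations were compared with a permutation test of the largest pairwise difference in place of Tukey's HSD, and temperature within a population with a two-sided exact permutation test over all 924 splits of 12 samples.

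Gene-level tests used edgeR's TMM normalization and quasi-likelihood test on the raw counts with Benjamini-Hochberg adjustment. Genes had at least 10 counts in at least 6 samples of the comparison. Fits within single batches and of replicates 3 to 6 required these counts in fewer samples. Temperature was tested within each population (12 samples), and each evolved population was compared with the ancestor (24 samples) for its mean difference over both temperatures and for the interaction. Counts were simulated from the real means, dispersions and library sizes, independently for each sample and without batches. The test was checked on these counts, with 200 changed genes of a log2 change of 1.5. It recovered 60%, 84.5%, 82% and 95% of genes changed by temperature in the ancestor, control, heat-selected and oxidative-selected population, at least 90% of genes changed between populations, and 31%, 24% and 46% of genes with an interaction in the 3 evolved populations.

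Genes named in the text were chosen by a rule set before the data were examined: among genes with an adjusted p-value under 0.05 for temperature and the same direction in all 4 populations, the same direction in all 24 same-numbered pairs and a mean log2 CPM of at least 3, the 2 with the largest mean rise and the 2 with the largest mean fall. The same rule also gave genes for each evolved population against the ancestor (27, 53 and 170 candidates in the control, heat-selected and oxidative-selected population), which are not printed since the IDs have no names. Of the 24723 IDs, 15243 matched the reference table, which gave 0 gene symbols other than locus tags, so heat shock proteins, gene ontology terms and targets of transcription factors were not analysed here.

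Alternatives chosen before the data were examined were: for the PERMANOVA, no surrogate variables, their number estimated from the data, the interaction also protected, labelled batch means removed in place of surrogate variables, no variance filter, the variance filter on transformed values, Euclidean distance, and log2 CPM; for gene counts, DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts, the paper's variance filter, a replicate block, 5 surrogate variables as covariates and the labelled batch as a covariate; and for the modules, 20 resampled networks, no resampling, no surrogate variables, a power of 8, labelled batch means removed, merging at 0.8 and Benjamini-Hochberg adjusted p-values. Added after the data were seen were networks and ordinations with the interaction also protected, networks in which leftover genes were not placed, ordinations without surrogate variables or with labelled batch means removed, and gene counts with every sample thinned to 2196238 counts. Each batch lies within a single population, so the labelled batch was not used as a covariate of a population difference.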

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

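The tests in this part on single samples and on the batches and replicates of the ancestor, the one that permuted residuals, and the counts over other groupings of the samples were chosen after the results were seen. The other tests were chosen before.

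Among 64 groups of 6 samples (total counts, scores on 5 nMDS axes and the eigengenes of the 2 largest modules in each of 8 groups), 6 held a sample far from the other 5 by Dixon's ratio, where about 1 in 20 groups would by chance. In the control population at 20°C, replicate 3 had 3139181 total counts, against 4365956 in the next lowest sample and 4992740 in the highest. No explanation for this total was tested.

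The other 5 belong to 2 samples of the oxidative-selected population. Replicate 6 at 30°C had a score of 4.68 on nMDS axis 1 (the next highest was 2.58), 0.362 for the eigengene of the largest module (next 0.199) and -0.362 for that of the second module (next -0.171). Replicate 4 at 20°C had a score of -0.0140 on axis 1 (next -0.771) and 0.0756 for the eigengene of the second module (next lowest 0.124). The removal of surrogate variables may account for these positions. Along the temperature response of the other 3 populations, where the mean of all samples is 0, replicate 6 at 30°C stood at 0.273 before surrogate variables were removed, below the other 5 (0.387 to 0.483), and at 1.61 after it, above the other 5 (0.505 to 0.788). Replicate 4 at 20°C stood at -0.442 before, below the other 5 (-0.410 to -0.238), and at 0.0350 after, above them (-0.358 to -0.288). The 2 samples had the lowest totals of their groups, 2574820 counts against 5975295 to 8600409 and 2979162 against 3876391 to 5498895. Thinning every sample to 2196238 counts left their positions before the removal nearly unchanged (0.274 against 0.275, and -0.442 against -0.456, in log2 CPM). When surrogate variables were estimated and removed on the thinned counts, neither sample stood above the other 5: replicate 6 at 30°C was at 0.456 (others 0.372 to 0.792) and replicate 4 at 20°C at -0.609 (others -0.594 to -0.349). Depth acting through the surrogate variables therefore remains, and the 2 cannot be told apart. A few genes taking most of the counts was not the case, since the 10 highest genes held 6.19% and 6.51% of the counts, below the other samples of each group. A mislabelled sample is not what replicate 6 at 30°C looks like, since its correlation with the mean of its own population at 20°C was 0.534 and at most 0.0500 with each of the others. No biological explanation was tested.

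Responses to temperature differed between an evolved population and the ancestor for 2 genes in the control population and 31 genes in the oxidative-selected population (edgeR's quasi-likelihood test, adjusted p under 0.05). When the ancestor and the evolved population were exchanged within randomly chosen same-numbered pairs, 2 of 100 groupings gave as many genes in the control comparison and 9 of 100 in the oxidative-selected comparison, the real one included. In the latter, the largest count from another grouping was 4810 genes. Exchanging samples within single pairs also moves the difference between populations into the interaction, so these groupings do not show what to expect without an interaction, and no conclusion on the 2 or the 31 genes is drawn from them. In the heat-selected comparison the real count was 0 genes (274 at an unadjusted p under 0.05), so all 100 of 100 groupings gave as many. With every sample thinned to 2196238 counts, the interaction counts were 0 in the control and 0 in the heat-selected population (459 and 220 at an unadjusted p under 0.05) and 27 in the oxidative-selected population.

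In the PERMANOVA, the temperature response differed among populations with F = 1.62. Surrogate variables estimated with the labels protected might have raised it, so they were estimated again for each of 100 label sets, the real one and permuted ones. The real F was the only 1 of 100 as large for temperature (1 of 100) and for population (1 of 100). For the interaction it was also 1 of 100, and 1 of 100 with the interaction also protected, but these sets scramble temperature and population too, so they cannot tell for the interaction. With temperature and population effects kept and the residuals of the additive model permuted among samples, the real F of the interaction was again the only 1 of 100 as large (the highest other was 1.28), and so it was with the interaction also protected (1 of 100; the highest other was 1.45, against 1.77). Without surrogate variables the interaction had F = 0.957 (permutation test, p = 0.484), and with labelled batch means removed in their place F = 1.85 (p = 0.014 in the same permutation test). The permuted sets do not keep batches together. Batches nested in the populations cannot be told apart from it.

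The interaction also passed its permutation test in the modules of 207 genes (F = 4.56) and 103 genes (F = 7.21), and on nMDS axis 2 (F = 3.54, p = 0.0232, 0.116 after adjustment over the 5 axes). In each, the oxidative-selected population had the largest difference between 30°C and 20°C. A difference between thaws or library batches is a possible explanation: by the labels, batch A minus batch B of the ancestor in the difference between temperatures was -0.261 in the module of 207 genes (-0.142 for the oxidative-selected population minus the ancestor), 0.311 in the module of 103 genes (against 0.223) and 1.13 on axis 2 (against 0.952). This rests on the batch label of the ancestor's replicates 5 and 6 at 30°C, which may be wrong (see the other observations). With the ancestor divided into replicates 1 and 2 and replicates 3 to 6 instead, the values were -0.157, 0.176 and 0.202, larger than the difference of the oxidative-selected population in the module of 207 genes only. For the module of 103 genes and axis 2 the outcome thus depends on that label, and since the oxidative-selected samples are all in a batch of their own, a biological difference in plasticity cannot be told apart from a batch difference in any of the 3.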

How the results depend on the processing

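The alternatives said below to be added were chosen after the data were seen, and the others before the data were examined. Where a count moved by more than 1.5 times, or a test changed sides, the value is given, and the cause was not tested.

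The PERMANOVA F of temperature (5.64 to 18.0) and of population (2.52 to 3.95) kept p-values under 0.05 in the 7 alternatives that changed the fit, and the interaction did so in 6 of 7. The number of surrogate variables estimated from the data was 5, so that alternative gave the values already reported. Without surrogate variables its F was 0.957 (permutation test, p = 0.484) in place of 1.62.

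With the replicate block, the pairing taken from the labels, temperature genes were 4920 in the ancestor (1504 without it) and 2367 in the heat-selected population (1397), population genes were 641 (122) in the control and 1304 (253) in the heat-selected population, and interaction genes were 1 (2) and 15 (0; 274 at an unadjusted p under 0.05). The counts of the oxidative-selected population and the temperature genes of the control stayed within 1.5 times.

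With 5 surrogate variables as covariates, temperature genes were 605 in the ancestor, 484 in the control (2167) and 2544 in the heat-selected population. Population genes were 676, 1198 and 2983 (122, 253 and 1802), and interaction genes were 144, 94 and 560 (2, 0 and 31), in the control, heat-selected and oxidative-selected population. In the control population the log2 fold changes of the genes CRE_PX356_1986 and CRE_PX356_430 went to -0.65 and -0.39 (7.70 and 6.81), a reversed sign with edgeR adjusted p = 0.709 and 0.875, so no change was detected there. Of the 108 comparisons of the 4 named genes, 103 kept their direction and side of the threshold, 3 others were weaker and 2 reversed, all 5 under this setting. With the labelled batch as a covariate, temperature genes were 3343, 3450 and 2599 in the ancestor, control and heat-selected population, and interaction genes were 28, 19 and 127; it was not used for the differences between populations, since each batch lies in a single population. With DESeq2's Wald test, population genes were 300 and 515 in the control and heat-selected population, and interaction genes were 8, 12 and 83. Without the filter on low counts, interaction genes were 1 in the control and 20 in the oxidative-selected population. DESeq2's size factors in edgeR and the paper's variance filter kept all 10 counts within 1.5 times.

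For the modules, 20 resampled networks, no resampling and merging at 0.8 kept every count of modules within 1.5 times. With a power of 8, 7677 genes were assigned (11844), 4 modules differed from the ancestor in the oxidative-selected population only (0) and 2 in both stress-selected populations (6), 2 of them in opposite directions (6). A temperature effect in the ancestor was seen in 10 modules (6) and a temperature effect only in 1 (2). Without surrogate variables, population effects were seen in 5 modules (9), interactions in 1 (2), a temperature effect only in 6 (2), a difference in the oxidative-selected population only in 1 (0), and in both stress-selected populations in 0 (6), so 0 in opposite directions (6). With labelled batch means removed, 5 modules had a temperature effect only (2), and 1 differed in both stress-selected populations (6), in opposite directions. With Benjamini-Hochberg adjusted p-values, 2 modules differed in the oxidative-selected population only (0).

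Added after the data were seen: with the interaction also protected in the surrogate variable step, 5 modules had an interaction (2). From the ancestor, 4 differed in the oxidative-selected population only (0) and 2 in the heat-selected population only (1). In both stress-selected populations 4 differed (6), 3 of them in opposite directions (6), and nMDS axis 4 had an interaction of F = 5.79 (2.12). With leftover genes not placed in modules, 1965 genes were assigned (11844), 1 module differed in the oxidative-selected population only (0), 0 in the heat-selected population only (1), and 1 had a temperature effect only (2). With both changes, 1374 genes were assigned, 4 modules had an interaction, 4 differed in the oxidative-selected population only, 2 in the heat-selected population only and 2 in both, 2 of them in opposite directions. With labelled batch means removed, nMDS axis 2 had F = 2.63 for population (66.7), and the population effect lay on axis 3 (F = 60.8).

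With every sample thinned to the smallest total, 2196238 counts, fewer genes differed between populations, a setting added after the data were seen. Population genes were 50 in the control (122), 199 in the heat-selected (253) and 1171 in the oxidative-selected population (1802). Interaction genes were 0 in the control (2; 459 at an unadjusted p under 0.05).

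Of the other results tested under these settings, 10 counts of modules' genes or of module classes moved by more than 1.5 times.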

Differences from the paper's values

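In the PERMANOVA, temperature had F = 13.4, and the paper's value is 6.41. Of the alternatives chosen before the data were examined, protecting also the interaction in the surrogate variable step gave 6.42, no variance filter gave 6.18, and the variance filter on transformed values gave 5.64. The others gave 11.2 to 18.0. With the interaction also protected, population had F = 3.17 and the interaction F = 1.77, against the paper's 3.17 and 1.77. No other setting tried came this close to the paper on every term. The gaps given below are between the paper and the main setting, which protected additive effects only.

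The modules held 11844 genes here and 5622 in the paper, and 2990 genes were unassigned here, against the paper's 9212. A power of 8 gave 7677 and 7157 genes, and none of the other alternatives chosen before the data were examined closed the gap. Leaving leftover genes unplaced gave 12869 unassigned genes, or 13460 with the interaction also protected; both settings were chosen after seeing the values.

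An interaction was seen in 2 modules here and in 4 in the paper. Removing labelled batch means gave 3, and the other alternatives chosen before the data were examined gave 1 or 2. Among settings chosen after seeing the values, protecting also the interaction gave 5, leaving leftover genes unplaced gave 3, and both together gave 4.

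Modules that differed between temperatures in the ancestor held 11301 genes here and 4836 in the paper. Without surrogate variables they held 4615 genes and with labelled batch means removed 6976; the other alternatives chosen before the data were examined did not close the gap. Protecting also the interaction, chosen after seeing the values, gave 6720.

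Modules that differed from the ancestor in the heat-selected population only numbered 1 here and 2 in the paper. None of the alternatives chosen before the data were examined closed the gap. Protecting also the interaction, with or without placing leftover genes, gave 2, a setting chosen after seeing the values.

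Modules that differed from the ancestor in the oxidative-selected population only numbered 0 here and 5 in the paper. A power of 8 gave 4, and the other alternatives chosen before the data were examined gave 0 to 2. Protecting also the interaction, with or without placing leftover genes, gave 4, a setting chosen after seeing the values.

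Modules that differed from the ancestor in both stress-selected populations numbered 6 here, with 4156 genes, and 2 in the paper, with 104 genes. A power of 8 gave 2 modules, and removing labelled batch means gave 70 genes, in 1 module; the other alternatives chosen before the data were examined did not close either gap. Protecting also the interaction with leftover genes unplaced gave 2 modules with 117 genes, a setting chosen after seeing the values. With that setting there were 13 modules, the number in the paper, 12 of them with an effect of temperature or an interaction, and 1374 assigned genes.

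The paper states that the control population separated from the others on axis 3. Here its difference from the ancestor on that axis had p = 0.0987 in the permutation test, and p = 0.0133 with the interaction also protected, a setting chosen for the ordination after seeing the values. The paper states that the control population responded to temperature in the opposite direction on axis 4 and the heat-selected population on axis 5. Here the heat-selected population had the opposite sign on axis 4 (-0.780), and the control and heat-selected populations both did on axis 5 (-0.635 and -0.227). The interaction p-values were 0.113 and 0.248 in permutation tests. That setting protected additive effects only and can remove interaction variation, so these values do not decide against the paper's statement. With the interaction also protected, the control population had the opposite sign on axis 4 (-1.20), and on axis 5 the heat-selected and the control population both did (-0.388 and -0.263, against 0.294 in the ancestor and 0.386 in the oxidative-selected population; permutation test of the interaction, p = 0.292).

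The paper states that the oxidative-selected population lost its response to temperature in a module. Here, in both modules with an interaction in the main setting, that population had the largest difference between temperatures (-0.194 and 0.227). This depended on the setting. When the interaction was also protected, chosen after seeing the values, the control had the largest difference in the interaction modules of 136, 75 and 52 genes. Its values were -0.209, 0.294 and -0.175. In the interaction modules of 188 and 41 genes it was the oxidative-selected population (-0.227 and -0.333). The module of 136 genes in that setting had an interaction of F = 10.4 (permutation test, p = 6e-05). Its temperature difference was -0.117 in the ancestor and 0.0885 in the oxidative-selected population (exact permutation tests, p = 0.00433 and 0.0303). The second of these tests did not pass 0.05 after Benjamini-Hochberg adjustment over the modules. The module of 346 genes in that setting had a temperature effect in the ancestor (exact permutation test, p = 0.0216). The same test gave p = 0.662 in the oxidative-selected population, but the interaction of that module had p = 0.0877 in its permutation test.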

Other observations

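The tests on other groupings of the samples, on the ancestor's replicates 5 and 6, and of depth and of the highest genes in the control and heat-selected populations were chosen after the results were seen, and the other tests in this part before.

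Replicates 1 and 2 differed from replicates 3 to 6 in every population except the oxidative-selected one. In edgeR's quasi-likelihood test with temperature in the model, 7544 genes differed at an adjusted p under 0.05 in the ancestor, 4294 in the control and 3700 in the heat-selected population, and 0 in the oxidative-selected population (201 at an unadjusted p under 0.05), which came from a single thaw. The differences were alike: their correlation across genes was 0.636 between the ancestor and the control, 0.648 between the ancestor and the heat-selected population and 0.811 between the control and the heat-selected population, against -0.394 between the ancestor and the oxidative-selected population. Genes are not independent replicates. This is consistent with a difference between thaws or library batches that the 3 populations share. Depth does not account for it, since 5924 genes in the ancestor, 3420 in the control and 3166 in the heat-selected population still differed with every sample thinned to 2196238 counts. Nor does a few genes taking most of the counts, since the share of the 10 highest genes differed by 2.74 percentage points in the ancestor (6.26% and 9.00%), 1.86 in the control and 1.58 in the heat-selected population. No biological explanation was tested.

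In the ancestor, replicates 5 and 6 at 30°C are labelled with batch A. Their deviations from the group mean had a mean correlation across genes of -0.542 with batch A at 20°C and 0.310 with batch B, whereas replicates 1 and 2 at 30°C, also labelled A, had 0.851 and -0.489, and replicates 3 and 4, labelled B, had -0.632 and 0.367. A mislabelled batch is a candidate explanation. A mislabelled sample could not be left out: of the other 22 samples at 30°C, 22 were closest to the 20°C mean of their own population over 500 genes, while replicates 5 and 6 were closest to the oxidative-selected mean, with correlations of 0.145 and 0.125 against 0.136 and 0.0330 for the ancestor. Oxidative-selected samples themselves had 0.534 to 0.686, so the placement is weak. Heat-selected replicates 5 and 6 at 30°C were also near the limit, at 0.150 and 0.137. So were ancestral replicates 3 and 4, at 0.144 and 0.188 against 0.111 and 0.170 for the heat-selected mean. A weak placement was thus not limited to replicates 5 and 6 of the ancestor. Replicates 3 to 6 of different populations were also compared at 30°C, the oxidative-selected one left out. Their mean correlation was 0.325 within the pairs 3 and 4 or 5 and 6, and 0.110 between them. At 20°C the 2 values were close (0.136 and 0.104), so this gives little sign of a batch of replicates 5 and 6 across both temperatures.

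In the oxidative-selected population 4482 genes responded to temperature, against 1397 to 2167 in the others, in the model without a replicate block. With the block the order changed: 4920 genes responded in the ancestor, 3971 in the oxidative-selected, 2664 in the control and 2367 in the heat-selected population, and same-numbered samples had a mean correlation across genes of 0.561 in the ancestor and -0.0450 in the oxidative-selected population. The higher count of the oxidative-selected population therefore depends on the model. Without the block, depth does not account for it, since 3495 genes responded with every sample thinned to the smallest total, against 1024 to 1680. The single thaw of that population may be: with replicates 3 to 6 only, which come from a single labelled batch in each evolved population, the counts were 2454 genes in the oxidative-selected, 3533 in the control and 1851 in the heat-selected population.

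The counts of temperature genes were compared with those from the 32 ways to exchange temperatures within same-numbered pairs. The real grouping was the only 1 of 32 with as many genes in the ancestor, the control, the heat-selected and the oxidative-selected population. The largest count from another grouping was 0 genes in the first 3 of these and 2673 in the oxidative-selected population. For differences from the ancestor, with population exchanged within 100 draws of same-numbered pairs, the real grouping was the only 1 of 100 as large for the control and the heat-selected population (the largest other counts were 3 and 4 genes) and 3 of 100 were as large for the oxidative-selected population (the largest was 3550 genes).

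Groupings that follow the batches gave more genes than the real comparison. Batches A and C (replicates 1 and 2 for the most part) against B and D gave 6513 genes, where the control against the ancestor gave 122, and batches A and E against B and F gave 6218, where the heat-selected population gave 253. The crossed groupings, A and D against B and C and A and F against B and E, gave 58 and 108 genes. Since each batch lies in a single population, population and batch cannot be told apart.

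The oxidative-selected population differed in the same direction from each of the other 3 populations in 652 of 10978 genes. A difference between thaws or library batches could give the same pattern, since all its samples are in batch G, and the 2 cannot be told apart.

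When the interaction was also protected, the F of temperature in the PERMANOVA fell from 13.4 to 6.42. A surrogate variable that shares its variation with temperature is a candidate explanation: the second of the 5 surrogate variables then shared 43.2% of its variance with temperature, and with it left in place the F of temperature was 21.3, above the 11.2 without surrogate variables.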
